# The Role of GCN2 Kinase in Mediating the Effects of Amino Acids on Longevity and Feeding Behaviour in *Drosophila*

**DOI:** 10.3389/fragi.2022.944466

**Published:** 2022-06-21

**Authors:** Anchal Srivastava, Jiongming Lu, Dennis Said Gadalla, Oliver Hendrich, Sebastian Grönke, Linda Partridge

**Keywords:** *Drosophila*, GCN2, ATF4, feeding behaviour, longevity, amino acid deficiency

## Abstract

Restriction of amino acids in the diet can extend lifespan in diverse species ranging from flies to mammals. However, the role of individual amino acids and the underlying molecular mechanisms are only partially understood. The evolutionarily conserved serine/threonine kinase General Control Nonderepressible 2 (GCN2) is a key sensor of amino acid deficiency and has been implicated in the response of lifespan to dietary restriction (DR). Here, we generated a novel *Drosophila GCN2* null mutant and analyzed its response to individual amino acid deficiency. We show that GCN2 function is essential for fly development, longevity and feeding behaviour under long-term, but not short-term, deprivation of all individual essential amino acids (EAAs) except for methionine. GCN2 mutants were longer-lived than control flies and showed normal feeding behaviour under methionine restriction. Thus, in flies at least two systems regulate these responses to amino acid deprivation. Methionine deprivation acts *via* a GCN2-independent mechanism, while all other EAA are sensed by GCN2. Combined deficiency of methionine and a second EAA blocked the response of GCN2 mutants to methionine, suggesting that these two pathways are interconnected. Wild type flies showed a short-term rejection of food lacking individual EAA, followed by a long-term compensatory increase in food uptake. GCN2 mutants also showed a short-term rejection of food deprived of individual EAA, but were unable to mount the compensatory long-term increase in food uptake. Over-expression of the downstream transcription factor ATF4 partially rescued the response of feeding behaviour in GCN2 mutants to amino acid deficiency. Phenotypes of GCN2 mutants induced by leucine and tryptophan, but not isoleucine, deficiency were partially rescued by ATF4 over-expression. The exact function of GCN2 as an amino acid sensor *in vivo* and the downstream action of its transcription factor effector ATF4 are thus context-specific with respect to the EAA involved.

## Introduction

Amino acids are key nutrients in mediating the beneficial effects of dietary restriction on healthy ageing (Grandison et al., 2009; Solon-Biet et al., 2014). Restriction of specific amino acids has been shown to extend lifespan and health span in diverse species. Methionine restriction increases longevity in flies and rodents (Orentreich et al., 1993; Miller et al., 2005; Lee et al., 2014). Restriction of the branched-chain amino acids (BCAA) leucine, isoleucine, and valine, extends lifespan in flies and leads to improved metabolic health, reduced frailty and lifespan extension in mice (Fontana et al., 2016; Juricic et al., 2020; Richardson et al., 2021). Despite the evident effects of amino acid restriction in healthy ageing, the underlying molecular mechanisms are still only partly understood.

Amino-acid-sensing pathways play key roles in the responses to dietary amino acid restriction (Babygirija and Lamming, 2021; Green et al., 2022). The Target of Rapamycin complex 1 (TORC1) directly senses amino acid availability through specific amino acid sensor proteins such as Sestrin (Zoncu et al., 2011; Wolfson et al., 2016). Inhibition of TORC1 by the drug rapamycin or *via* activation of the amino acid sensor Sestrin can extend lifespan (Bjedov et al., 2010; Miller et al., 2014; Lu et al., 2021). The evolutionary conserved eIF2α kinase General Control Nondepressible 2 (GCN2) indirectly senses amino acid deficiency (Gallinetti et al., 2013) and is activated by binding to uncharged t-RNAs (Wek et al., 1995; Dong et al., 2000). Activated GCN2 then phosphorylates its main substrate eIF2α, resulting in general inhibition of global translation and a concomitant activation of selective translation of mRNAs with specific regulatory elements in their 5′ UTRs (Wek et al., 1995; Qiu et al., 2001). These mRNAs include transcription factors such as GCN4 in yeast (Hinnebusch, 1997), and activating transcription factor 4 (ATF4) in mammals (Harding et al., 2003). ATF4 then regulates specific target genes to relieve the cell from amino acid starvation (Harding et al., 2003; Wek et al., 2006; Sikalidis et al., 2011). GCN2 has been suggested to be important for DR-mediated longevity in worms and flies (Rousakis et al., 2013; Kang et al., 2017), and regulates beneficial effects of amino acid restriction in mice (Longchamp et al., 2018). However, the *in vivo* functions of GCN2 under deficiency of individual amino acids are largely unknown.

Higher organisms are able to regulate their feeding behaviour based on the quality and quantity of dietary amino acids (Gietzen et al., 2007). In flies and rodents, essential amino acids (EAA) are one of the most important determinants for food choice (Koehnle et al., 2003; Leitao-Goncalves et al., 2017). Studies in *Drosophila* larvae and mice have indicated that rapid rejection of EAA-deficient diets is due to GCN2-mediated neuronal sensing of amino acids (Hao et al., 2005; Maurin et al., 2005). However, a more recent study showed that mice were not able to rapidly sense and reject leucine- or threonine-deficient diets and that GCN2 was not activated in the brain under EAA-deficient diets (Leib and Knight, 2015). The roles of GCN2 in mediating feeding behaviour under amino acid deficiency are thus still under debate.

Here, we generated a novel *Drosophila GCN2* null mutant and analyzed its effect on the responses to individual amino acid deficiency. We show that GCN2 function is essential for fly development, longevity and feeding behaviour under long-term, but not short-term, deprivation of individual EAAs, with the exception of methionine. These results suggest that in *Drosophila* the organismal response to EAA deprivation is regulated by at least two systems. While methionine deprivation acts *via* a GCN2-independent mechanism, all other EAA are sensed by GCN2. Combined deficiency of methionine and a second EAA blocked the response of GCN2 mutants to methionine, suggesting that these two pathways are interconnected. We further show that feeding behaviour of the GCN2 mutant was rescued by over-expression of the downstream transcription factor ATF4, but in an EAA-dependent manner. The function of GCN2 as an amino acid sensor *in vivo* and its downstream signalling is thus context-specific depending on the EAA involved.

## Materials and Methods

### Fly Husbandry

All fly stocks were maintained in culture bottles at 25°C on a 12:12 h light:dark cycle at constant humidity (65%) on a standard SYA [10% (w/v) brewer’s yeast, 5% (w/v) sucrose, and 1.5% (w/v) agar] food (Bass et al., 2007). All experimental flies were reared at standard larval density on SYA media. Newly emerged adults were collected over a period of 24 h and transferred to fresh food and allowed to mate for ∼48 h (once-mated). Subsequently, male or female flies were selected under brief CO_2_ anaesthesia and transferred to experimental vials. If not indicated otherwise, female flies were used. The UAS-ATF4 line was received from Fly ORF (accession #F000106), Zürich, Switzerland. All fly lines were backcrossed for at least six generations into the white Dahomey (*w* ^*Dah*^) background.

### Generation of *Gcn2* Null Mutants

The *Gcn2* ^*1*^ null mutant was generated by ends-out homologous recombination according to the methods described in (Gong and Golic, 2003; Gong and Golic, 2004; Huang et al., 2009). In the *Gcn2* ^*1*^ mutant, the complete ORF of the *Gcn2* gene was replaced by a *white* ^*hs*^ *marker* gene. Donor constructs used for targeting *Gcn2* were generated by amplifying approximately 4 kb of flanking sequences of the corresponding region of the *Gcn2* gene and subsequently cloned into the pGX attP vector (Huang et al., 2009). Long-range PCR was done using Takara LA Taq (Clontech, Cat# RR002A) and primer combinations SOL310/311 and SOL312/313 for the 5′ and 3′ arm, respectively, of the *Gcn2* ^*1*^ donor construct. BAC clones CH321-12O13 and RP98-2GL6 (BACPAC Resource Center, United States) were used as PCR template for the 5′ and 3′ arms, respectively. *Gcn2* donor constructs were full-length sequenced before the generation of transgenic fly lines by P-element-mediated germline transformation using the Best Gene *Drosophila* Embryo Injection Services (Chino Hills, California, United States). Ends-out homologous recombination was done following the rapid targeting scheme (Gong and Golic, 2003) and homologous recombination events were identified by genetic mapping of the *white* ^*hs*^ *marker* gene and subsequent PCR analysis using primers SOL365/366 (Supplementary Table S1).

### PCR Genotyping

Genomic DNA was isolated from adult flies using the DNeasy kit (Qiagen, Cat# 69504). DNA fragments were amplified with primer pairs (SOL365/SOL366), (SOL636/SOL637), (SOL639/SOL640), and (SOL336/SOL315) using HotStar Taq Plus master mix (Qiagen, Cat# 203603) according to the manufacturer’s instructions. PCR was performed for 35 cycles (30 s 94°C, 30 s 55°C, and 60 s 72°C) preceded by 5 min of initial denaturation at 95°C and followed by 10 min final elongation at 72°C. Gel electrophoresis was done with TAE buffered 1% agarose gels. Primer sequences are listed in Supplementary Table S1.

### RNA Extraction and Northern Blotting

Total RNA was isolated using Trizol-Chloroform (Thermo Fisher Scientific, Cat# 15596026) according to the manufacturer’s instructions. mRNA was extracted using the Dynabeads mRNA Direct Purification Kit (Thermo Fisher Scientific, Cat# 61012) from Trizol-Chloroform isolated total RNA. Northern blots were performed using the Northern Max Kit (Thermo Fisher Scientific, Cat# AM1940) according to the manufacturer’s instructions using 2 μg mRNA per lane. Northern blot probes were generated as follows: DNA fragments corresponding to the 5′ region (primers: SOL368/403) and 3′ region (SOL404/405) of *Gcn2* and the *CG31002* (SOL326/402) and *CG11337* (SOL336/315) genes were PCR amplified using BAC CH321-12O13 (BacPac Resource Center) as a template and cloned into the *pCRII* vector using the TOPO TA Cloning Kit (Thermo Fisher Scientific, Cat# K450001). Probes were produced by digesting 2 μg of the plasmid containing the fragments described above with EcoRI, and 25 ng of each probe was randomly primed using Klenow Fragment (5 U) and 10 μCi [α32P]-dCTP (3,000 Ci/mmol) per reaction. Overnight hybridization was carried out at 42°C with 10^6^ cpm/ml probe. For normalization, blots were re-hybridized with a probe detecting ribosomal protein *RpL32* transcripts. Primer sequences are listed in Supplementary Table S1.

### Protein Extraction and Immunoblotting

For protein extraction, 10-day old female flies were snap-frozen in liquid nitrogen. Flies were homogenized in RIPA-1% SDS buffer supplemented with Complete mini protease inhibitor without EDTA (Roche, Cat# 11836170001) and PhosStop phosphatase inhibitors (Roche, Cat# 04906837001). Protein content was determined by BCA assay (Pierce, Cat# 23225). 20 μg total protein was mixed with 4x SDS loading buffer (950 μl 4x Laemmli sample buffer with 50 μl β-mercaptoethanol as a reducing agent) and boiled for 5 min at 95°C. Proteins were separated on 12% SDS-PAGE gels (BioRad) and transferred to PVDF membranes (GE Healthcare, Cat# GE10600023). After blocking nonspecific binding with 5% nonfat dry milk powder in TBST (0.1% Tween20), blots were incubated with primary antibodies (p-eIF2α—1:1,000 dilution, Abcam, ab32157; t-eIF2α—1:5,000 dilution; β-Actin—1:10000 dilution, Abcam, ab8224), washed with TBST and incubated with HRP conjugated anti-mouse or anti-rabbit secondary antibodies (1:10,000 dilution, Invitrogen G-21234, G21040). The t-eIF2α antibody was custom-made by Eurogentec as described in (Andersen and Leevers, 2007). Detection was done by chemiluminescence using ECL kits (Pierce). Bands were quantified using ImageJ (Scion Software).

### Preparation of Chemical Diet

Holidic media, Yaa, and HUNTaa, were prepared according to (Piper et al., 2014). Briefly, sucrose, agar, amino acids with low solubility (L-isoleucine, L-leucine, and L-tyrosine), metal ions and cholesterol were combined with Milli-Q water and autoclaved at 120°C under constant stirring for 15 min in a Mediaclave 10 media preparator (Integra Biosciences). After autoclaving, sterile-filtered stock solutions of buffer, essential and non-essential amino acids, vitamins, nucleosides, choline, inositol, and preservatives were added. For lifespan assays with RU486 (Mifepristone, Sigma), the drug was dissolved in ethanol and added to the Yaa food to a final concentration of 100 μM or 50 μM. Control food contained the same volume of ethanol without the addition of RU486. Diets with modified amino acid content were prepared similar to Yaa or HUNTaa media, by only changing the content of the specified amino acid in the EAAs stock solution. Leucine and isoleucine were added as solid powder directly to the food and adjusted accordingly (Supplementary Tables S2, S3).

### Viability and Body Weight

For viability assays, flies were allowed to lay eggs for a period of 4–5 h on grape juice plates. 250 eggs per genotype and diet were picked and transferred to vials containing experimental food at a density of 25 eggs per vial and kept at 25°C. Newly eclosed adult flies were scored at regular intervals. At the end of the experiment, egg-to-adult viability was calculated as the percentage of the total number of eclosed adult flies per genotype and diet. For body weight determination, flies were briefly anesthetized on ice and weighed in pairs on a ME235S analysis balance (Sartorius).

### Lifespan Assay and Fecundity

For lifespan experiments, 100–200 once-mated male or female flies per genotype and diet, were maintained at a density of 10 flies per vial containing different experimental diets. The sorting day was classified as day 0 of the lifespan experiment. Flies were transferred to fresh vials every 2–3 days and the number of dead flies was scored on the day of transfer. For fecundity assays, eggs were collected over 15–20 h periods at several timepoints during the first 3–4 weeks of lifespan experiments. Numbers of eggs laid per vial at each time point was scored using a hand counter. Values are expressed as cumulative eggs laid per female fly.

### Proboscis-Extension Assay

For feeding assay, newly emerged adults flies were allowed to mate on fresh Yaa medium for 48 h. Subsequently, female flies were sorted and kept at a density of five per vial on Yaa medium for a day. Flies were then transferred to vials containing experimental diets. The next day in the morning (2 h after the lights were switched on), feeding rates were measured using a proboscis-extension assay in undisturbed conditions as previously described (Wong et al., 2009). Flies were observed for a period of 90 min/day, with feeding events recorded every 10 min. Feeding data is expressed as a proportion by experimental group: sum of scored feeding events/total number of feeding opportunities, where the total number of feeding opportunities = number of flies in vial × number of vials in the group × number of observations.

### Blue-Dye Feeding Assay

Blue-dye feeding assay was done as described in (Wong et al., 2009). Briefly, flies preconditioned on single EAA-deficient diets were transferred to the same single EAA-deficient-diet containing 2.5% blue dye (w/w; FD&C Blue No.1, Sigma). Feeding was observed for 2 h and flies were then flash-frozen in liquid nitrogen. The amount of blue dye was determined spectrophotometrically.

### Starvation Stress Assay

For starvation stress, 100 once-mated female flies per genotype and diet were allocated at a density of 20 flies per wide plastic vial. Flies were first kept on Yaa or single EAA deficient diets and transferred to fresh food vials every 2–3 days. After 7 days, flies were transferred to starvation medium (1% w/v agarose, Invitrogen, Cat# 16500-500). Dead flies were scored 3-4 times per day. For the starvation assay, with adult-onset of *Atf4* over-expression by inducible drivers, the entire set-up was the same except that the Yaa diet for mating period was supplemented with 100 μM and the experimental diets with 50 μM or 100 μM RU486 (Mifepristone) as indicated for each experiment.

### Triacylglyceride Measurement

Once-mated female flies were kept at a density of 20 per vial on different food for 7 days after which they were snap-frozen. Triacylglyceride (TAG) content quantification was performed according to Grönke et al. (2003). Briefly, frozen flies were homogenized in 1 ml of 0.05% Tween 20 followed by a heat-inactivation step for 5 min at 70°C and centrifugation at 14,000 rpm. 50 μl of the supernatant was incubated with 200 μl of Infinity™ Triglyceride Reagent (Thermo Fisher Scientific) at 37°C and absorbance was measured at 540 nm. Absolute TAG content was quantified using Triglyceride standards (Cayman Chemicals) and was normalized to the total protein content of the homogenate, determined by BCA assay (Pierce).

### RNA Seq Analysis

For RNA-Seq, female flies were kept for 3 days on Yaa, Yaa-M, Yaa-R, and Yaa-all medium after which they were snap-frozen in liquid nitrogen. Total RNA was extracted from head and thorax of 25 frozen flies per genotype and diet using Trizol-Chloroform (Thermo Fisher Scientific). RNA was treated using the RNase free DNase kit (Qiagen). 2 μg total RNA was used for library preperation using the polyA purification method. RNA sequencing was performed with three biological replicates on an Illumina HiSeq 2500 platform at the Max Planck Genome Center (Cologne, Germany) with 100 bp single-end reads and 35 million reads per sample. Raw reads were mapped to BDGP6.32 ENSEMBL build 103 using kallisto (v 0.46.2). Genes counts were quantified in the same step. Differential gene expression was calculated using DESeq2 (v 1.24.0) in R (v 3.6.3). Genes were annotated as expressed if they were contained in the DESeq2 output. Differentially regulated genes (adjusted *p* value < 0.05) were additionally subsetted into total genes, upregulated genes (log2 fold change > 0), and downregulated genes (log2 fold change < 0). Data were processed using custom python scripts and the following packages: numpy (v 1.12.0), scipy (v 1.7.1), and pandas (v 1.2.0). Results were visualized using the following packages: matplotlib (v 3.3.2), matplotlib-venn (v 0.11.5), and seaborn (v 0.11.1). Gene ontology enrichment analysis was performed using the DAVID API based function DAVIDenrich of the AGEpy python package (v 0.8.2) on the GOTERM_BP_FAT ontology to identify significantly enriched terms (Benjamini-Hochberg adjusted *p*-value < 0.05). As background, all expressed genes of a respective deprivation (for pairwise comparisons), or all expressed genes shared in all used gene sets (when comparing gene set overlaps) were used. Redundancy of significantly enriched GO terms (adjusted *p*-value < 0.05) was reduced using REVIGO (cutoff: “0.7”, valueType: “pvalue”, measure: “SIMREL”). GO terms were visualized using dotplot representation. 42 unique top GO terms from the top GO terms per condition (-R, -M, and -All), were sorted by adjusted *p*-value. Dotplots were clustered by the adjusted *p*-value using the clustermap algorithm (method: “average”, metric: “euclidean”) of the seaborn package.

### Statistical Analysis

For lifespan and starvation assays, data were recorded in Excel, and a log-rank test was performed. For small sample sizes (N < 10), data are presented as mean ± s.e.m. with individual data points shown. For samples sizes N ≥ 10 box-and-whisker plots were used with median, 25th and 75th percentiles, and Tukey whiskers indicated. Outliers are shown as open circles. Statistical methods are indicated in figure legends. Significance of overlap in venn diagram was calculated using one-tailed Fisher’s exact test. As background, all expressed genes of a respective deprivation (in pairwise comparisons), or all expressed genes (when comparing gene set overlaps) were used. *p* values less than 0.05 are considered to be statistically significant: ns, not significant; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****.

## Results

### GCN2 Function is Essential for Fly Development Under Restriction of Individual EAA

To explore the *in vivo* function of Gcn2 under amino acid deficiency, we generated a *Drosophila Gcn2* null mutant (*Gcn2* ^*1*^) by replacing the entire *Gcn2* ORF with a *white* ^*hs*^ marker gene using ends-out homologous recombination (Supplementary Figure S1A). PCR on genomic DNA using primer pairs targeting different regions of the *Gcn2* gene locus confirmed the absence of the gene in the *Gcn2* ^*1*^ mutant (Supplementary Figure S1B). Northern blot analysis showed no *Gcn2* RNA expression in the *Gcn2* ^*1*^ mutant (Supplementary Figure S1C), verifying that *Gcn2* ^*1*^ is a transcript null allele. Expression of the adjacent neighbour genes, *CG11337* and *CG31002*, was not affected by the insertion of the *white* ^*hs*^ marker gene (Supplementary Figure S1C), indicating that the mutation is specific to the *Gcn2* gene*.* Phosphorylation of eIF2α, the main substrate of GCN2 kinase, was significantly reduced in *Gcn2* ^*1*^ mutant flies compared to wild-type control flies (*w* ^*Dah*^) (Supplementary Figure S1D). Despite the low level of eIF2α, *Gcn2* ^*1*^ null mutant flies were homozygous viable and showed normal body weight when raised on a standard sugar-yeast-agar (SYA) diet (Supplementary Figures S1E,F).

To assess the role of GCN2 in fly development under EAA deficiency, we employed chemically-defined (holidic) diets that allowed us to manipulate single amino acids. When raised on Yaa diet, which contains an amino acid composition based on yeast (Piper et al., 2014), *w* ^*Dah*^ controls and *Gcn2* ^*1*^ mutants displayed comparable egg-to-adult viability (Figure 1A), consistent with the result on the SYA diet (Supplementary Figure S1E). However, when subjected to a different holidic diet HUNTaa, which has a distinct amino acid ratio (Hunt, 1970; Piper et al., 2014), although *w* ^*Dah*^ controls showed normal viability, *Gcn2* ^*1*^ mutants showed dramatically reduced viability, and less than 10% of eggs developed into adult flies (Figure 1A). Therefore, GCN2 kinase is required for the development of flies on the HUNTaa diet.

**FIGURE 1:**
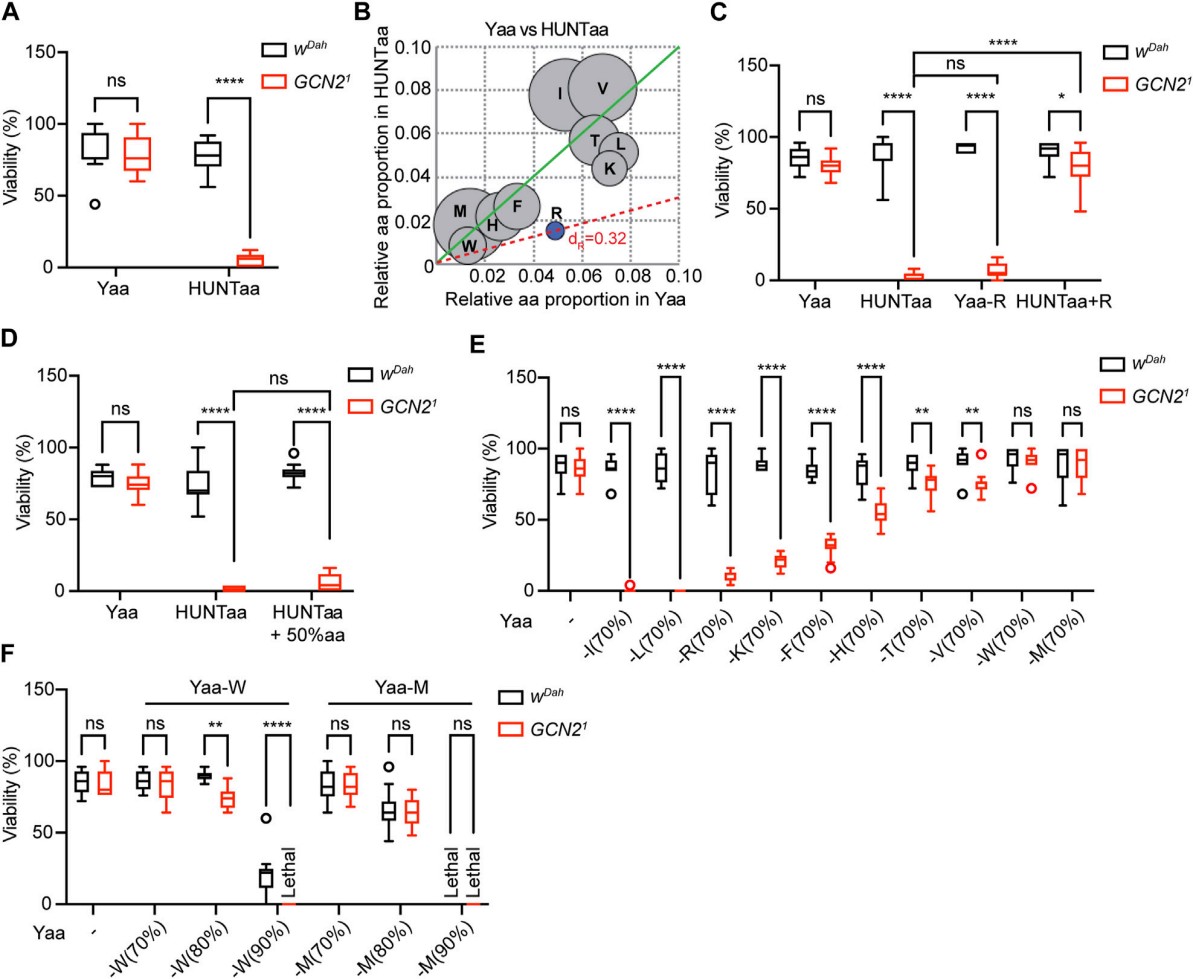
GCN2 function is essential for development under restriction of individual EAA except for methionine. **(A)** Egg-to-adult viability of *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutants on chemically defined Yaa and HUNTaa diets. **(B)** Relative proportion of EAA in the Yaa diet compared to the HUNTaa diet. Arginine (R) highlighted in blue was identified as the most limiting EAA in HUNTaa. **(C)** Decreasing R in the Yaa diet by 70% (−R) reduced viability of *Gcn2* ^*1*^ mutants. Supplementation of R to the HUNTaa (+R) diet rescued viability of *Gcn2* ^*1*^ mutants. **(D)** Increasing the absolute amount of all aa by 50% in HUNTaa did not rescue viability of *Gcn2* ^*1*^ mutants. **(E)** Viability of *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutants on Yaa diets with individual EAA restriction by 70%. **(F)** Viability of flies upon restriction of W and M by 80% and 90%. Viability (%) represents the percentage of eclosed adult flies per fly embryo. *n* = 10 vials with 25 embryos per vial. Median, 25th and75th percentiles, and Tukey whiskers are indicated. Two-way ANOVA followed by Bonferroni’s post-hoc test, *p* values were adjusted for multiple comparisons.

To determine the reason behind this reduced developmental viability, we compared the amino acid composition of HUNTaa and Yaa (Figure 1B). HUNTaa diet contains ∼70% less arginine (R) than Yaa (Figure 1B). To test whether the reduced viability of *Gcn2* ^*1*^ mutants was attributable to R restriction in the HUNTaa diet, we first modified the Yaa diet by reducing the R content by 70% of its original level (Yaa-R, Figure 1C). Indeed, the viability of *Gcn2* ^*1*^ mutants on the Yaa-R diet was severely reduced and was comparable to the lethality observed on the HUNTaa diet (Figure 1C). YAA-R diet did not affect the viability of *w* ^*Dah*^ flies (Figure 1C). Next, we increased the R level in HUNTaa to the level of Yaa diet (HUNTaa + R). Interestingly, the viability of *Gcn2* ^*1*^ mutants was significantly rescued (Figure 1C), confirming that R restriction was causal for decreased viability of *Gcn2* ^*1*^ mutants on the HUNTaa diet. As the addition of R to the HUNTaa diet also changed its ratio to other amino acids, we then tested whether R restriction *per se* or changes in the amino acid ratio led to the reduced viability of *Gcn2* mutants. A modified HUNTaa diet that maintained the amino acid proportion but increased R level by scaling up the total amino acid content of HUNTaa diet to 150% (HUNTaa + 50% aa) was used. Interestingly, the viability of *Gcn2* ^*1*^ mutants was not rescued on this diet (Figure 1D), suggesting that the ratio of the limiting amino acid to the other amino acids, rather than the absolute amount of the limiting amino acid, in the diet is important for GCN2-dependent regulation of fly development.

We next investigated whether restriction of EAA other than arginine would also affect egg-to adult viability of GCN2 mutants (Figure 1E). 70% restriction of individual EAAs did not affect the viability of *w* ^*Dah*^ controls (Figure 1E). In contrast, viability of *Gcn2* ^*1*^ mutants was significantly reduced by 70% restriction of isoleucine (I, −100%), leucine (L, −100%), lysine (K, −76%), phenylalanine (F, −63%), histidine (H, −34%), threonine (T, −15%), and valine (V, −17%) (Figure 1E). 70% restriction of methionine (M) and tryptophan (W), did not significantly affect viability of *Gcn2* ^*1*^ mutants (Figure 1E). To test whether a stronger restriction of M and W would affect the viability of *Gcn2* ^*1*^ mutants, we reduced M and W levels by 80% and 90%, respectively (Figure 1F). Drop-down of W by 80% significantly decreased viability only of *Gcn2* ^*1*^ mutants. On 90% W, *Gcn2* ^*1*^ mutants failed to develop, while still 21% of control flies eclosed (Figure 1F), demonstrating that GCN2 function is also essential for development under W restriction. In contrast, titration of M levels to 80% and 90% affected *Gcn2* ^*1*^ mutants and *w* ^*Dah*^ controls to a similar extent, suggesting that GCN2 function is not essential for development under M restriction (Figure 1F). Taken together, our findings demonstrate that GCN2 is essential for fly development under the restriction of individual EAA, with a reduced role in W restriction and no role in M restriction.

### GCN2 Function is Essential for Adult Survival Under Restriction of Individual EAA Except Methionine

To examine the role of GCN2 in the response of adult flies to restriction of individual EAA, we measured survival of *w* ^*Dah*^ and *Gcn2* ^*1*^ female flies under full deprivation of individual EAA (Figures 2A–L). Restriction of individual EAA shortened lifespan of wild type females, although to different extents. Depletion of M, T, and I had the strongest effects, with a reduction in median lifespan by 60%, 54%, and 51%, respectively, compared to the Yaa control diet. Depletion of V, W, L, and H shortened median lifespan by 35%, 29%, 29%, and 22%, respectively, while reduction of R, K, and F had only minor effects in wild type females, with a decrease in median lifespan of 13%, 10%, and 6%, respectively (Figures 2A–J). Thus, lifespan reduction of wild type flies in response to EAA deficiency is dependent on the specific EAA restricted. Interestingly, *Gcn2* ^*1*^ mutants were slightly longer-lived than control flies on the Yaa control diet (Figure 2A). However, they had a significantly reduced median lifespan compared to control flies on nine of the ten single EAA-deficient diets (Figures 2A–I,L), including R (−78%), L (−43%), I (−40%), V (−45%), F (−62%), H (−34%), K (−25%), T (−21%), and W (−69%) (Figures 2A–I,L). Noteworthy, the lifespan response to EAA restriction differed between *Gcn2* ^*1*^ mutants and control flies. For example, R and F deficiency caused only minor effects in *w* ^*Dah*^ flies, while lifespan was severely reduced in *Gcn2* ^*1*^ mutants (Figures 2A,E). In contrast to the deprivation of all other EAA, *Gcn2* ^*1*^ mutants had an increased lifespan compared to *w* ^*Dah*^ control females under M deficiency (Figures 2J,L). Thus, GCN2 function is essential for survival under individual EAA deprivation with the exception of M.

**FIGURE 2:**
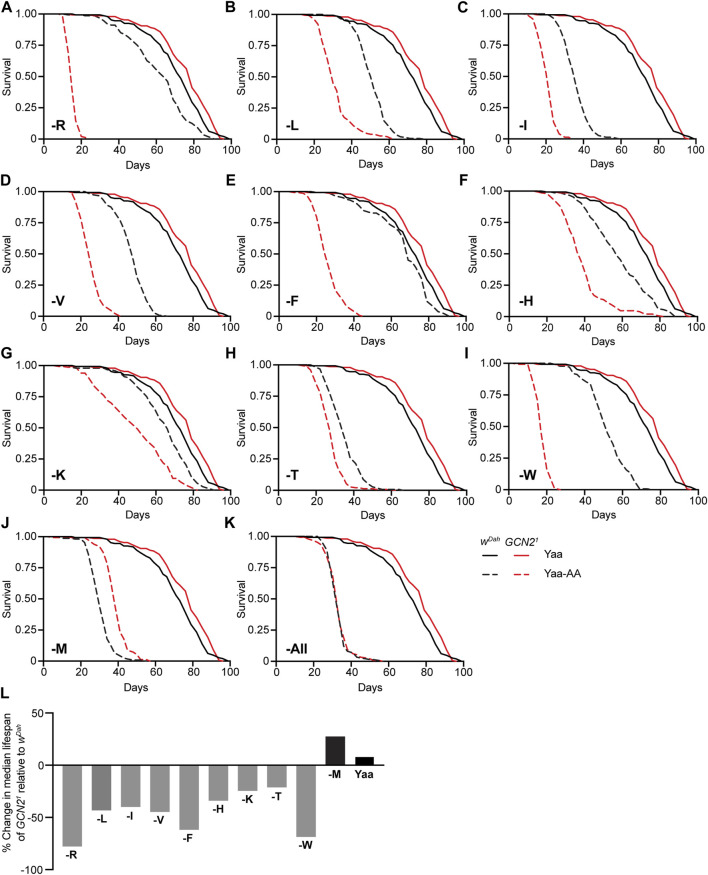
GCN2 function is essential for survival under deprivation of individual EAA except for methionine. **(A–K)** Survival of *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutant female flies under full deprivation of individual EAA **(A–J)** and all amino acids (-All) **(K)**. *Gcn2* ^*1*^ mutants showed significantly increased lifespan compared to *w* ^*Dah*^ flies on the Yaa diet (*p* = 7.8 × 10^−3^, log-rank test). Survival of *Gcn2* ^*1*^ mutants was significantly reduced compared to *w* ^*Dah*^ on -R (*p* = 6.0 × 10^−73^) **(A)**, -L (*p* = 2.9 × 10^−41^) **(B)**, -I (*p* = 9.9 × 10^−63^) **(C)**, -V (*p* = 1.9 × 10^−64^) **(D)**, -F (*p* = 1.3 × 10^−67^) **(E)**, -H (*p* = 2.4 × 10^−25^) **(F)**, -K (*p* = 1.4 × 10^−12^) **(G)**, -T (*p* = 5.3 × 10^−15^) **(H)**, -W (*p* = 3.6 × 10^−72^) **(I)** diets, log-rank test. In contrast, *Gcn2* ^*1*^ mutants were significantly longer lived than *w* ^*Dah*^ control flies on M deprived medium (*p* = 4.4 × 10^−25^, log-rank test) **(J)**. Under deprivation of all amino acids **(K)**, *Gcn2* ^*1*^ mutants had a similar lifespan than *w* ^*Dah*^ flies (*p* = 0.66, log-rank test). Survival curves of *w* ^*Dah*^ and *Gcn2* ^*1*^ mutants on the Yaa diet are the same in **(A–K)**. **(L)** Summary of survival analysis represented as percentage change in median lifespan of *Gcn2* ^*1*^ mutants relative to *w* ^*Dah*^ controls on each diet. *n* = 150 flies for each condition of each genotype.

Given its role under individual EAA restriction, we next asked whether GCN2 function was also essential for survival under complete deprivation of all EAA and non-EAA (-All). Complete deprivation of all amino acids strongly reduced survival of wild type females, which had a median lifespan of 30 days (Figure 2K). Interestingly, *Gcn2* ^*1*^ mutants showed the same lifespan as *w* ^*Dah*^ females in this condition, demonstrating that GCN2 function is not essential for survival under complete amino acid deprivation. Noteworthy, *Gcn2* ^*1*^ mutants were longer-lived under full amino acid starvation than under deprivation of specific EAA such as R and W, suggesting that full amino acid starvation might act *via* different mechanisms than deprivation of individual amino acids and is probably independent of GCN2 function.

Survival and fecundity are often correlated and egg laying is sensitive to dietary amino acid deficiency (Grandison et al., 2009). Thus, we measured fecundity of GCN2 mutants under individual EAA deprivation (Supplementary Figure S2A). As expected, egg laying was strongly reduced in *w* ^*Dah*^ females upon deprivation of all individual EAA and flies stopped producing eggs within 8 days on the deprived diet, suggesting that differences in egg production do not explain the observed differences in survival. GCN2 females laid as many eggs as control females on the Yaa control diet, but showed reduced fecundity compared to *w* ^*Dah*^ females on all EAA deprived diets including deprivation of M. In contrast, there was no difference in fecundity between *Gcn2* ^*1*^ and *w* ^*Dah*^ females under deprivation of all amino acids. Thus, like wild type flies, GCN2 mutants can downregulate their egg-production in response to EAA deficiency.

As dietary interventions often have sex-specific effects, we next measured survival of *w* ^*Dah*^ and *Gcn2* ^*1*^ male flies (Supplementary Figures S2B–D) under R, M, and -All deprivation. Consistent with the results obtained from females, *Gcn2* ^*1*^ mutant males were short-lived under R deprivation, showed an increased lifespan upon M deprivation and had the same lifespan compared to *w* ^*Dah*^ males under -All deprivation (Supplementary Figures S2B–D). Thus, GCN2 plays a similar role in males and females under EAA deprivation. In summary, our data show that GCN2 is an important mediator of fly survival under deprivation of individual EAA except for methionine, but it does not play a role in the response of adult survival to deprivation of all amino acids.

### GCN2 Regulates Food Intake in Response to Long-Term Deprivation of EAA

GCN2 affects feeding behaviour in flies and mice (Hao et al., 2005; Maurin et al., 2005; Bjordal et al., 2014; Leib and Knight, 2015). In order to analyze how loss of GCN2 function affects feeding in response to deprivation of individual EAA, we performed proboscis extension assays (Wong et al., 2009) in adult *w* ^*Dah*^ and *Gcn2* ^*1*^ mutant females fed with individual EAA-deficient diets. To address both short-term and long-term responses, we measured feeding rates of the same flies successively over a period of 7 days on R, L, M, and -All deprived diets (Figure 3A). Short-term deprivation of R and L resulted in a significantly decreased food uptake of *w* ^*Dah*^ flies on day 1 compared to the Yaa control diet (Figure 3B), suggesting that flies are able to sense the lack of individual amino acids in their diet and avoid these deficient diets. The same tendency, although not significant, was also observed upon M deprivation (Figure 3B). The strongest reduction in food uptake was observed on the diet completely deficient of amino acids (Figure 3B). Interestingly, continued deprivation of R, L, and M resulted in increased feeding rates in *w* ^*Dah*^ flies, which were significantly different from the Yaa control diet on day 4 (Figure 3C), suggesting a long-term compensatory feeding response to the EAA-deficient diets. In contrast, *w* ^*Dah*^ flies did not increase their feeding rates on the -All diet (Figures 3B,C), which suggests that the presence of amino acids in the diet is essential to trigger compensatory feeding. *Gcn2* ^*1*^ mutants showed comparable feeding rates to *w* ^*Dah*^ flies on the Yaa control diet over the whole observation period (Figure 3A), indicating that GCN2 does not affect feeding rates under non-restrictive conditions. *Gcn2* ^*1*^ mutants also showed a tendency for reduced feeding upon short-term deprivation of R and L, suggesting that the mutants can sense the lack of these amino acids and initiate the avoidance behaviour. However, in contrast to wild type flies, GCN2 mutants were not able to increase their feeding rates upon prolonged deprivation of R and L (Figure 3A), indicated by the very low feeding rates on day 4 (Figure 3C). This suggests that GCN2 function is essential for the switch from avoidance to compensatory feeding upon EAA restriction. Interestingly, however, *Gcn2* ^*1*^ mutant flies showed increased feeding rates upon long-term restriction of M, demonstrating that, as for development and adult survival, GCN2 function is not essential for compensatory feeding in response to M deficiency. We next extended our analysis to the remaining EAA, and measured proboscis extension under short-term (day 1, Figure 3D) and long-term (day 4, Figure 3E) deprivation. Mostly consistent with the above results, restriction of individual EAA decreased feeding rates on day 1 for both *w* ^*Dah*^ and *Gcn2* ^*1*^ flies (Figure 3D). On day 4, *w* ^*Dah*^ flies showed a tendency for increased feeding upon deprivation of all EAA except for W, while GCN2 mutants showed strongly reduced feeding for all tested EAA (Figure 3E). Thus, GCN2 regulates long-term feeding behaviour in response to EAA deficiency.

**FIGURE 3:**
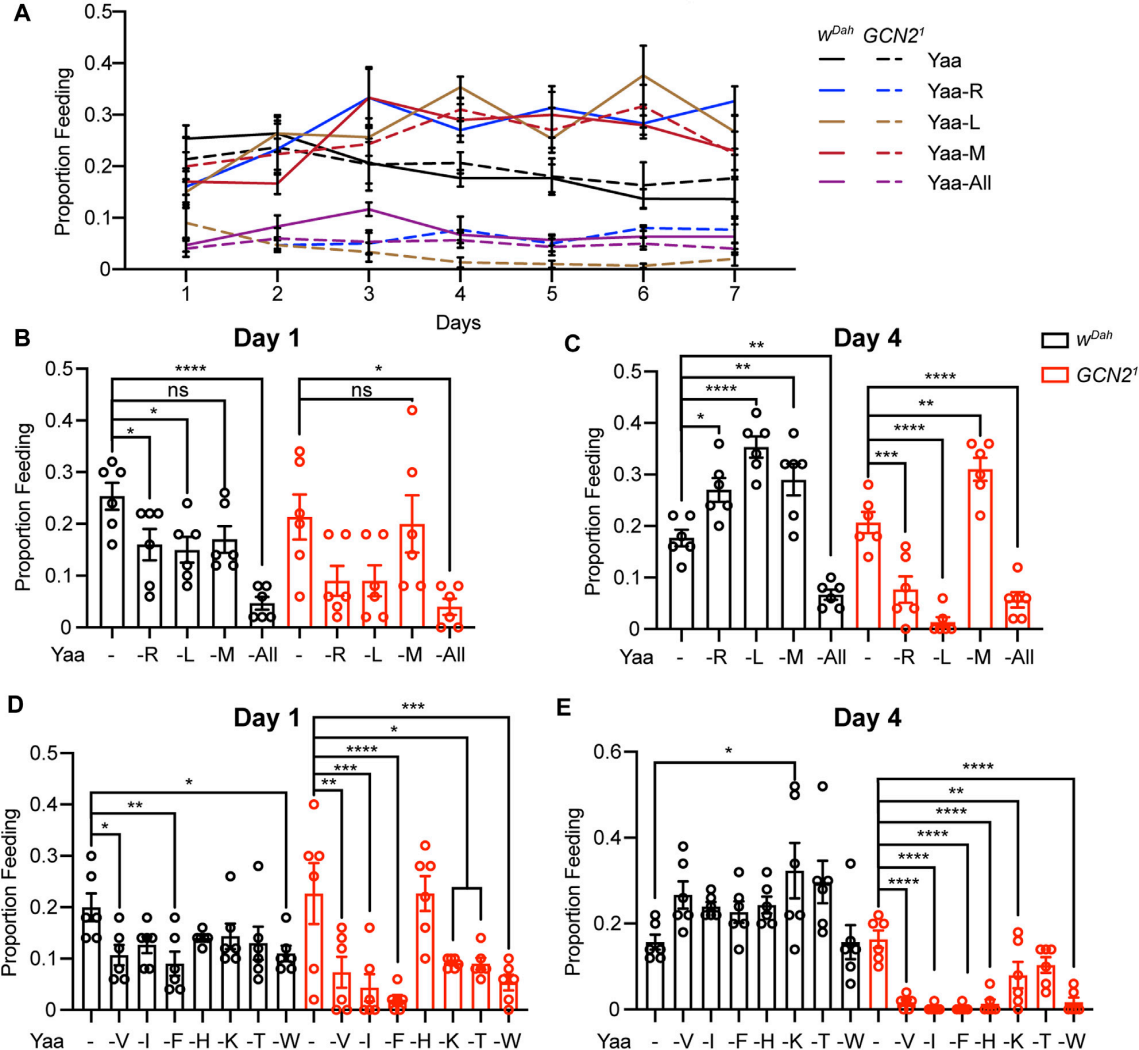
GCN2 regulates feeding behaviour under long-term but not short-term deprivation of individual EAA. **(A–C)** Feeding rates measured by proboscis extension assay of *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutant females over a period of 7 days on Yaa, -L, -R, -M, and -All diets **(A)**. Feeding rates of *w* ^*Dah*^ controls and *Gcn2* ^*1*^ mutants on day 1 **(B)** and day 4 **(C)**. **(D,E)** Feeding rates of *w* ^*Dah*^ controls and *Gcn2* ^*1*^ mutants on V, I, F, H, K, T, and W deprived diets on day 1 **(D)** and day 4 **(E)**. *n* = 6 vials with five flies per vial. Data are present as mean ± s.e.m. One-way ANOVA followed by Dunnett’s multiple comparisons test, *p* values were adjusted for multiple comparisons.

Given that depletion of all amino acids did not induce long-term compensatory feeding in control or GCN2 mutant flies, we next tested whether restriction of all EAA or all Non-EAA (NEAA) would be sufficient to induce this response (Supplementary Figure S3A). However, deprivation of all EAA or all NEAA did not significantly affect feeding rates of control flies on day 4. In contrast, GCN2 mutants showed significantly reduced feeding rates under deprivation of EAA but surprisingly also under deprivation of NEAA (Supplementary Figure S3A). Thus, we asked next whether deprivation of individual NEAA might also affect long-term feeding behaviour of GCN2 mutants. As expected, feeding rates were not significantly changed in *w* ^*Dah*^ controls upon individual NEAA deprivation (Supplementary Figures S3B–D). *Gcn2* ^*1*^ mutant also showed no reduction in feeding rates upon deprivation of most NEAA except for asparagine (N), which strongly reduced feeding rates of mutant flies (Supplementary Figures S3B–D). To show that this was specifically due to reduced levels of N and not to overall changes in amino acid abundance, we fed flies with a diet containing EAA and only N, which was sufficient to rescue the feeding phenotype of *Gcn2* ^*1*^ (Supplementary Figure S3E). Thus, feeding of *Gcn2* ^*1*^ mutants is not only sensitive to deprivation of EAA but also deprivation of the NEAA asparagine.

Finally, as all our results were based on the proboscis extension assay, which is a good proxy for feeding but does not measure actual food uptake, we verified our core findings by performing a blue dye uptake assay (Wong et al., 2009). Consistent with the results from the proboscis extension assay, uptake of blue dye was increased in wild type flies upon long-term deprivation of L and I, while it was strongly suppressed in *Gcn2* ^*1*^ mutants on the same diets (Supplementary Figure S3F). Furthermore, we also confirmed increased feeding of GCN2 mutants upon long-term M restriction (Supplementary Figure S3F). Taken together, our results show that in adult flies GCN2 regulates long-term but not short-term feeding behaviour in response to EAA deficiency, with the exception of M deprivation, and that it plays a similar role in response to deprivation of the NEAA asparagine.

### GCN2 Function is Essential for Starvation Resistance Induced by Deprivation of EAA

Food uptake is tightly connected to lipid metabolism and resistance to starvation (Gutierrez et al., 2007). Thus, we addressed whether triacylglyceride (TAG) levels and starvation resistance were affected in *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutant females under deprivation of individual EAA (Figure 4). Flies were raised on individual EAA-deficient diets for 7 days and their TAG content was measured. Consistent with the increased feeding upon long-term EAA deprivation, *w* ^*Dah*^ control flies had a significantly higher TAG content under deprivation of all individual EAA compared to the Yaa control diet (Figure 4A). In contrast, total protein content of *w* ^*Dah*^ flies was reduced under individual EAA deprivation (Supplementary Figure S4A), which is possibly explained by reduced protein synthesis due to the limitation of EAA (Hinnebusch, 1994). *Gcn2* ^*1*^ mutants also showed reduced protein content under individual EAA deprivation, which was not different from *w* ^*Dah*^ flies on the respective diets (Supplementary Figure S4A). In contrast, TAG levels were reduced in *Gcn2* ^*1*^ mutants on all individual EAA-deficient diets compared to the Yaa control diet, except for M deprivation, where mutant flies showed an increased TAG content (Figure 4A).

**FIGURE 4:**
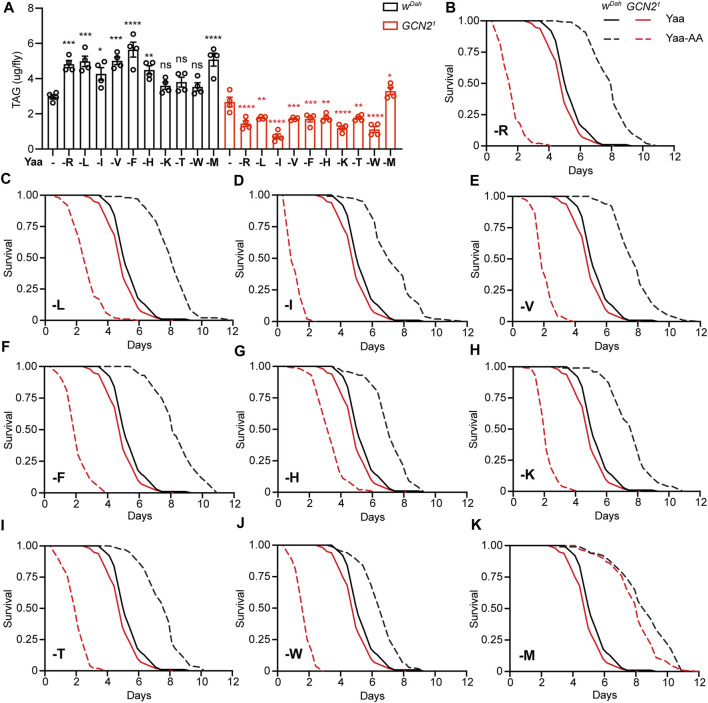
Lipid content and starvation resistance of GCN2 mutant flies in response to EAA deprivation. **(A)** TAG content per fly of *w* ^*Dah*^ and *Gcn2* ^*1*^ females upon deprivation of individual EAA. *n* = 4 replicates with five females per replicate. Data are present as mean ± s.e.m. One-way ANOVA followed by Dunnett’s multiple comparisons test, *p* values were adjusted for multiple comparisons. **(B–K)** Survival under full starvation of *w* ^*Dah*^ and *Gcn2* ^*1*^ females. Flies were fed for 7 days with the indicated EAA-deficient diets followed by full starvation. *Gcn2* ^*1*^ mutants preconditioned on the standard Yaa diet were slightly shorter-lived than *w* ^*Dah*^ control flies (*p* = 6.8 × 10^−3^, log-rank test). *w* ^*Dah*^ control flies preconditioned on EAA-deficient diets showed a significantly increased starvation when compared to the Yaa diet: -R (*p* = 2.3 × 10^−35^, log-rank test) **(B)**, -L (*p* = 3.4 × 10^−37^) **(C)**, -I (*p* = 5.2 × 10^−24^) **(D)**, -V (*p* = 5.2 × 10^−34^) **(E)**, -F (*p* = 7.7 × 10^−40^) **(F)**, -H (*p* = 1.9 × 10^−23^) **(G)**, -K (*p* = 2.6 × 10^−29^) **(H)**, -T (*p* = 3.3 × 10^−29^) **(I)**, -W (*p* = 2.3 × 10^−13^) **(J)**, -M (*p* = 1.1 × 10^−38^) **(K)**. *Gcn2* ^*1*^ mutants preconditioned on most EAA-deficient diets showed significantly decreased starvation resistance compared to the Yaa diet: -R (*p* = 8.9 × 10^−50^, log rank test) **(B)**, -L (*p* = 1.7 × 10^−36^) **(C)**, -I (*p* = 3.9 × 10^−52^) **(D)**, -V (*p* = 1.1 × 10^−49^) **(E)**, -F (*p* = 2.7 × 10^−48^) **(F)**, -H (*p* = 2.3 × 10^−23^) **(G)**, -K (*p* = 4.6 × 10^−49^) **(H)**, -T (*p* = 7.2 × 10^−49^) **(I)**, -W (*p* = 7.0 × 10^−51^) **(J)**. GCN2 mutants preconditioned with M-deprived food showed increased starvation resistance compared to the Yaa diet: -M (*p* = 3.4 × 10^−38^) **(K)** log-rank test. Survival curves of *w* ^*Dah*^ and *Gcn2* ^*1*^ on the Yaa control diet are the same in **(B–K)**. *n* = 100 flies per genotype and diet.

As TAG storage and starvation resistance are often correlated, we measured survival of flies that were raised on individual EAA-deficient diets for 7 days and then subjected to full starvation (Figures 4B–K). *w* ^*Dah*^ flies preconditioned on individual EAA-deprived diets had significantly increased starvation resistance compared to flies raised on the Yaa control diet. In contrast, *Gcn2* ^*1*^ mutants showed significantly decreased survival under starvation for all individual EAA deprivations, except for M (Figures 4B–K), consistent with the feeding and TAG data. As feeding of GCN2 was also affected by restriction of all EAA, NEAA, or specifically N, we next measured starvation resistance of flies preconditioned on these diets (Supplementary Figures S4B,C). Total NEAA deprivation had similar effects to total EAA deprivation, increasing starvation resistance of *w* ^*Dah*^ controls and decreasing starvation resistance of *Gcn2* ^*1*^ mutants (Supplementary Figure S4B). Deprivation of individual NEAA did not affect starvation resistance of *w* ^*Dah*^ controls or *Gcn2* ^*1*^ mutants, except for N deprivation, under which *w* ^*Dah*^ and *Gcn2* ^*1*^ flies showed increased and decreased survival, respectively (Supplementary Figure S4C). Thus, overall we find a good correlation between feeding, TAG content and survival under starvation, suggesting that changes in feeding mostly underly the observed changes in TAG content and starvation resistance in response to EAA deprivation.

### Two Interconnected Mechanisms Regulate Long-Term Feeding Behaviour in Response to EAA Deficiency

Our data suggest that in flies long-term feeding behaviour in response to EAA deprivation is regulated by two mechanisms, one dependent on GCN2 and including all EAAs except M, and a GCN2 independent mechanism that is regulated by M. In order to address whether these mechanisms work independently in parallel or are interconnected, we subjected *w* ^*Dah*^ and *Gcn2* ^*1*^ mutant flies to a diet deficient for both M and L (-LM) and measured their feeding rate on day 4 (Figure 5A). If both pathways act in parallel, we would expect *Gcn2* ^*1*^ mutants to increase their feeding behaviour on the -LM diet, as they can sense the deficiency of M. However, in contrast to this hypothesis, feeding of *Gcn2* ^*1*^ mutants was strongly suppressed on the -LM diet, to a similar extent as under -L deprivation. In addition, feeding rates of *w* ^*Dah*^ control flies were increased to a similar extent upon -LM deprivation compared to individual deprivation of M and L (Figure 5A), suggesting that these systems do not act additively. Consistent with the feeding data, *w* ^*Dah*^ control flies showed a similar increase in starvation resistance upon -LM deprivation compared to the L or M deprived diets (Figure 5B). Furthermore, survival of *Gcn2* ^*1*^ mutants under starvation was decreased to a similar extent upon -LM deprivation and L deprivation (Figure 5B). In summary, these results suggest that the two mechanisms regulating feeding behaviour in response to long-term EAA deficiency are interconnected and that the lack of GCN2 function under EAA deficiency blocks activation of the M dependent branch.

**FIGURE 5:**
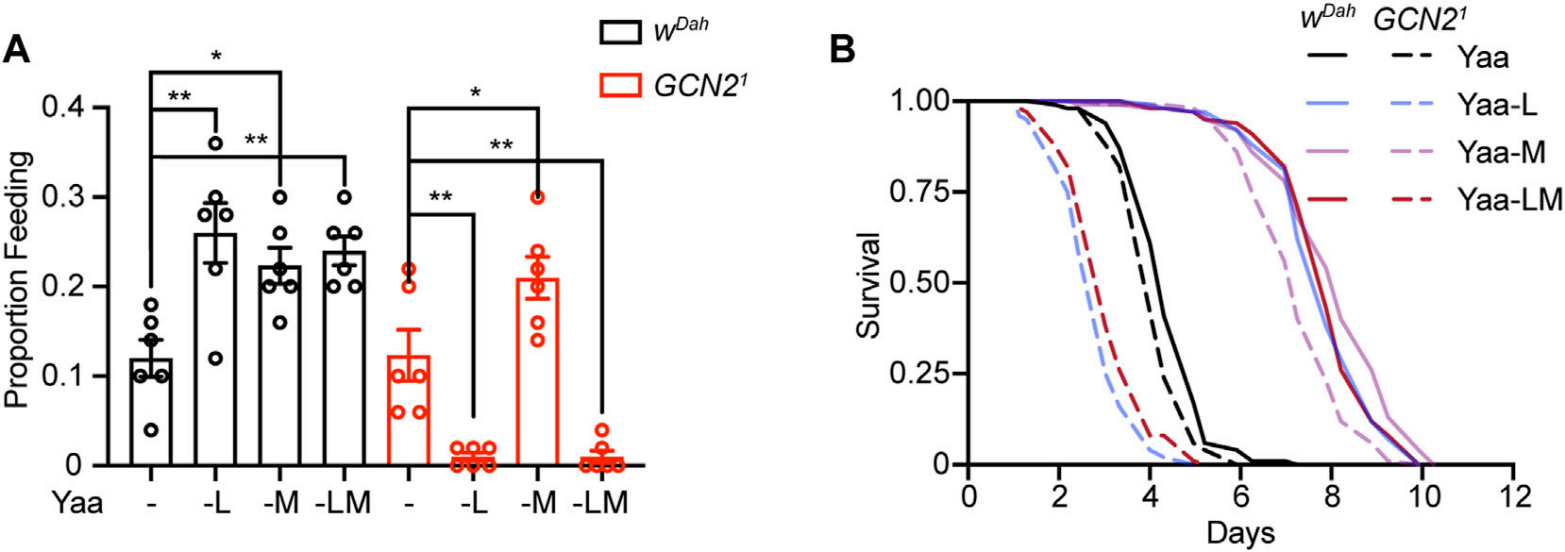
GCN2 mutants are not able to initiate compensatory feeding in response to combined deprivation of methionine and leucine. **(A)** Proboscis extension assay and **(B)** Starvation assay of *w* ^*Dah*^ controls and *Gcn2* ^*1*^ mutant females under combined deprivation of leucine and methionine. **(A)** Feeding rates of *w* ^*Dah*^ control flies were significantly increased but not different to each other upon long-term (day 4) deprivation of M, L, or LM. Feeding rates of *Gcn2* ^*1*^mutants were increased upon M deprivation, but strongly decreased in response to L and LM deprivation. *n* = 6 vials with five flies per vial. Data are present as mean ± s.e.m. One-way ANOVA followed by Dunnett’s multiple comparisons test, *p* values were adjusted for multiple comparisons. **(B)** Survival under full starvation of *w* ^*Dah*^ and *Gcn2* ^*1*^ females fed for 7-days with L, M, and LM deficient diets followed by full starvation. *w* ^*Dah*^ control flies were significantly starvation resistant upon L, M, and LM deprivation: (-L: *p* = 1.1 × 10^−45^, -M: *p* = 1.2 × 10^−44^, -LM: *p* = 9.5 × 10^−46^, log-rank test). *Gcn2* ^*1*^ mutants were significantly starvation resistant upon M deprivation, but showed decreased survial upon L and LM deprivation: (-L: *p* = 8.4 × 10^−23^, -M: *p* = 2.5 × 10^−47^, -LM: *p* = 8.4 × 10^−14^, log-rank test). *n* = 100 flies for each condition of each genotype.

### Transcriptional Profiling of GCN2 Dependent Expression Changes in Response to Amino Acid Deprivation

To gain further insights into the molecular changes associated with amino acid deprivation in *Drosophila* and the role GCN2 plays in this context, we performed transcriptomic profiling on representative amino acid deficient diets for *w* ^*Dah*^ control and *Gcn2* ^*1*^ mutant females. 

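RNA was sequenced from 24 libraries, with 3 replicates for each of the 8 combinations of genotype and diet. Each library held RNA from the heads and thoraces of 25 females that had spent 3 days on their diet. In the Gcn2 mutant a white marker gene replaces the complete open reading frame of Gcn2, and wDah is its control. The Yaa diet is chemically defined with an amino acid composition based on yeast, and the -R, -M and -All diets are the same diet without arginine, without methionine and without any amino acid. Gcn2 (FBgn0019990) lies on chromosome 3R from 31395660 to 31402013 on the plus strand in the BDGP6.54 annotation. Its end overlaps PNPase (31401560 to 31405452, minus strand), so reads from the overlap leave the values of both genes uncertain. The normalized count of Gcn2 was 655 ± 38.2 (SD, n = 12 libraries) in wDah flies and 141 ± 22.3 (SD, n = 12) in mutants, or 21.5% of the control value. Single libraries held 597 to 701 in wDah flies and 106 to 185 in mutants, so every library matched the genotype of its label. The log2 difference was -2.22 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p-value that they can give), and it stayed between -2.26 and -2.19 with each library left out in turn.

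**Figure D1:**
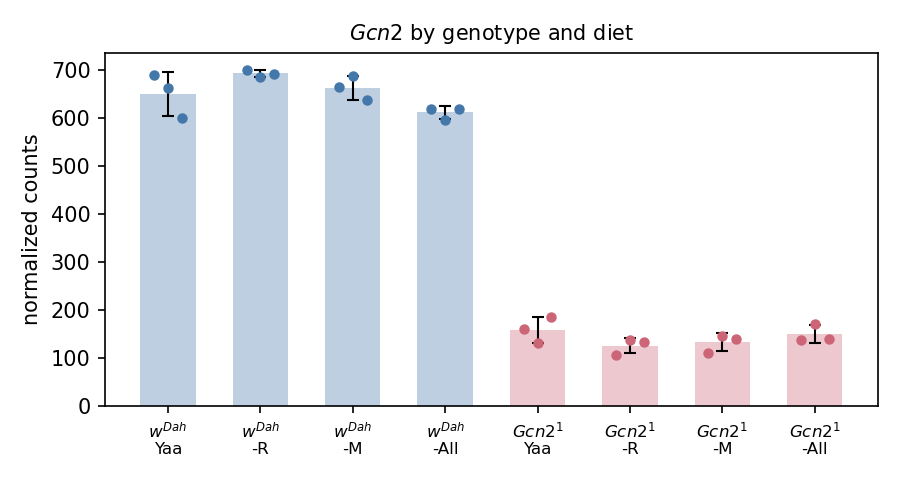
Normalized count of Gcn2 (y axis, from 0) in each genotype and diet (x axis). Bars are group means, error bars are the SD of 3 libraries and points are single libraries, and the 12 mutant libraries, at 106 to 185, lie below the 12 wDah libraries, at 597 to 701.

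The authors assigned 100 bp single-end reads to transcripts with kallisto, on the BDGP6.32 annotation, and summed them by gene. The authors deposited normalized counts, in which DESeq2 had divided the estimated counts by size factors, in a table for each diet against Yaa and in a table of all 24 libraries. Reads per library were estimated from the spacing of the low values in that last table. The estimates cover only reads assigned to the features listed there. In wDah flies the estimates were 23.6 to 25.9 M reads (median 24.1) on Yaa, 21.9 to 23.3 M (median 22.8) on -R, 22.6 to 23.7 M (median 23.3) on -M and 24.4 to 26.7 M (median 26.5) on -All. In Gcn2 mutants they were 25.8 to 28.3 M (median 25.9) on Yaa, 25.4 to 26.5 M (median 26.1) on -R, 21.0 to 25.0 M (median 23.2) on -M and 24.1 to 31.6 M (median 26.2) on -All. The paper states a depth of 35 M reads per sample, which may also count reads that were not assigned to these features. The values used here are the normalized counts, which summed to between 20.9 and 27.5 M counts per library (median 24.0). Genes with a mean normalized count of at least 10 over the libraries compared were tested with limma on log2(normalized count + 1), and p-values were adjusted by the method of Benjamini and Hochberg. Fold changes are on this log2(normalized count + 1) scale, which understates the change of genes with low counts. Each diet was compared with Yaa on the 6 libraries of its own table, and genes with an adjusted p-value under 0.05 were counted as differentially expressed. Transcripts of the ovary were uneven between replicates. The median of 16 ovary genes lay above the mean of the other replicates by 5.83 on the log2 scale in Gcn2 Yaa replicate 2, 5.45 in Gcn2 -R replicate 1, 3.04 in Gcn2 -M replicate 2, 2.79 in wDah -M replicate 1 and 2.47 in wDah -All replicate 1.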

Flies were fed for 3 days with diets deprived for M, R, or all amino acids, corresponding to the time point when wild type flies switched their behaviour from avoidance to compensatory feeding. RNA was isolated from combined head and thorax samples to avoid profiling transcriptional changes associated with differences in egg production between females fed the standard and amino acid deficient diets (Supplementary Figure S2A).

Three days of amino acid deprivation led to substantial differential gene expression changes in wild type flies with 1,801 (1,258/543), 2124 (1,262/862), and 3,244 (2028/1,216) genes significantly regulated (up/down) under R, M, and All deprivation, respectively (Figure 6A). 

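In wDah flies, 2454 of the 10966 genes tested were differentially expressed on -R, with 1517 higher and 937 lower than on Yaa. On -M, 2771 of 11002 genes were differentially expressed, with 1548 higher and 1223 lower. On -All, 3846 of 11067 genes were differentially expressed, with 2205 higher and 1641 lower. The median size of their log2 fold changes was 0.30 on -M and 0.38 on -All, against a median standard error of all genes of 0.076 and 0.085. Fold changes over 2-fold were found in 180 and 509 of these genes. The counts depended on the setting. With all 24 libraries in a single fit they were 1082 on -R, 1022 on -M and 2434 on -All. Rescaling each library to the same total gave 6842 differentially expressed genes on -All, 952 higher and 5890 lower. On -R it gave 4818, with 874 higher and 3944 lower, and on -M 3315, with 1016 higher and 2299 lower. That rescaling shifted the median log2 fold change of all genes to -0.16 on -R and -0.30 on -All. With a score of ovary genes as a covariate, added after seeing the data, 1707 genes were differentially expressed on -All. The median of the ovary list lay above Yaa in 3 of 3 libraries there, by 1.03 to 5.40. The covariate thus overlaps with the diet, and the lower count cannot tell ovary RNA from a loss of precision. With each library left out in turn, the count on -M was lowest at 1736, without wDah Yaa replicate 3. Lsp2 (FBgn0002565), which encodes a larval serum protein, had the largest increase on -All among genes with a mean normalized count of at least 100. Its normalized count there was 237908 ± 13780 (SD, n = 3), against 251 ± 149 (SD, n = 3) on Yaa, a log2 fold change of 10.05 (standard error 0.36, limma with Benjamini-Hochberg adjustment, adjusted p = 2.58e-06). On -R Lsp2 reached 7961 ± 5855 (SD, n = 3), a log2 fold change of 4.86, and on -M it reached 8279 ± 1480 (SD, n = 3), a log2 fold change of 5.17. Lsp1beta (FBgn0002563) was 1162 ± 528 (SD, n = 3) on -R and 2639 ± 1164 (SD, n = 3) on -M, with log2 fold changes of 4.43 and 5.59 from 49.2 ± 4.14 and 50.8 ± 4.22 (SD, n = 3) on Yaa. Cp15 (FBgn0000355), a chorion gene on the ovary list, reached 523 ± 555 (SD, n = 3) on -All, with a log2 fold change of 8.13 from 0.313 ± 0.543 (SD, n = 3). Among genes that fell, Sgp (FBgn0032055) had log2 fold changes of -2.33 on -R and -3.57 on -All. CG16904 (FBgn0037763) changed by -2.23 on -R and CG11878 (FBgn0039310) by -1.70 on -M. The transposable element copies FBti0019396 (-4.61 on -M) and FBti0019080 (-3.96 on -All) are nearly identical to other copies that share their reads, so their values are uncertain. FBti0019396 lost its adjusted p-value under 0.05 in each of the 6 fits that left out 1 library. These genes were chosen among those in which all 3 libraries on the deprived diet lay on one side of all 3 Yaa libraries.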

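In wDah flies, 775 genes were higher than on Yaa on -R, -M and -All alike, and 290 were lower on all 3 diets. The 3 comparisons used the same Yaa libraries, so part of an overlap arises without any effect of the diets. In 20 simulations of unchanged diets against these Yaa libraries, 0 genes reached an adjusted p-value under 0.05 in the same direction on all 3 diets. At an unadjusted p-value under 0.05, the simulations gave on average 21.2 higher and 18.2 lower genes shared by all 3 diets, and the data gave 1137 and 694. The correlation of log2 fold changes across genes was 0.625 between -R and -M, 0.721 between -R and -All and 0.607 between -M and -All. Unchanged diets simulated against the shared Yaa libraries gave 0.499, which holds only for diets without any effect, and genes are not independent replicates. Rescaling each library to the same total gave 413 higher and 1675 lower shared genes, and a single fit of all 24 libraries gave 436 higher and 31 lower.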

681 of upregulated genes and 185 of downregulated genes were shared between all amino acid deprived diets (Figure 6B), suggesting that they constitute a set of genes regulated in response to general amino acid deprivation. 

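Sets of genes were built from the Gene Ontology terms in the deposited tables and tested with a one-sided Fisher's exact test, adjusted over 84 tests of sets, directions and comparisons. The background was the tested genes with at least 1 term. Among genes of lipid metabolism, 135 of 423 were higher on -R in wDah flies, where 62.8 were expected by chance (odds ratio 2.87, adjusted p = 1.44e-18). On -M 121 of 423 were higher against 64.1 expected (odds ratio 2.36, adjusted p = 2.12e-12). On -All 170 of 423 were higher against 90.9 expected (odds ratio 2.59, adjusted p = 5.32e-18). The median log2 fold change of the set was 0.07, 0.06 and 0.13 on the 3 diets and above 0 in 3 of 3 libraries on each. With each library rescaled to the same total it was -0.08, -0.018 and -0.16. Among genes of the TCA cycle, 14 of 26 were higher on -R (3.86 expected, adjusted p = 1.64e-05), 10 of 26 on -M (3.94 expected, adjusted p = 0.00997) and 21 of 26 on -All (5.58 expected, adjusted p = 1.03e-09). Their median log2 fold changes were 0.14, 0.16 and 0.26, above 0 in 3 of 3 libraries on each diet, and the rescaling turned those on -R and -All to -0.011 and -0.027. After the rescaling the set was not enriched among higher genes on any diet (adjusted p = 0.401 on -R, 0.952 on -M and 0.0769 on -All). The result on -M was above the threshold in 8 of 15 other settings and in 5 of the 6 fits that left out 1 library. Its adjusted p-value ranged from 6.66e-11 without wDah -M replicate 3 to 0.789 without wDah -M replicate 2. Among genes of nucleotide metabolism, 35 of 123 were higher on -R (18.3 expected, adjusted p = 2.48e-04), 39 of 125 on -M (18.9 expected, adjusted p = 1.64e-05) and 44 of 126 on -All (27.1 expected, adjusted p = 0.00111). Their median log2 fold changes were 0.06, 0.12 and 0.14, above 0 in 3 of 3 libraries on each diet, and -0.09, 0.04 and -0.15 after the rescaling. All 3 sets stayed above the median of all genes, which the rescaling shifted to -0.16, -0.09 and -0.30. The lipid metabolism calls were also made by camera, with a preset correlation between genes of 0.01 (adjusted p = 1.16e-04 on -R and 8.11e-04 on -M). Fry gave adjusted p-values of 1.59e-04 and 6.83e-04. It tests whether the genes of a set change, and not whether they change more than other genes.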

GO term analysis showed that genes associated with lipid metabolism, TCA cycle and nucleotide metabolism were among the shared processes upregulated by EAA deprivation (Figure 6C), consistent with the increased TAG content of wild type flies upon EAA restriction. In contrast, we also identified transcriptional profiles specific to individual EAA deprivations, with 113, 330, and 770 genes up and 126, 321, and 517 genes downregulated specifically upon deprivation of R, M, and All amino acids, respectively. For example, GO terms associated with mitochondrion organisation were significantly enriched exclusively in genes upregulated under M restriction, while terms associated with ribosome biogenesis were significantly enriched specifically in genes downregulated under R deprivation.

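Genes called on a single diet in a given direction were counted as specific to it. In wDah flies, 157 genes were higher and 247 lower on -R alone, 451 were higher and 464 lower on -M alone, and 711 were higher and 646 lower on -All alone. A further 491 genes were higher on -R and -All but not on -M, against 94 on -R and -M and 228 on -M and -All. Among lower genes, these pairs of diets shared 318, 82 and 387. A gene outside the threshold on a diet is not shown to be unchanged there, because the diets were each compared with Yaa and not with one another. With all 24 libraries in a single fit, the genes specific to -R and to -M numbered 119 and 309 in place of 404 and 915. Leaving out wDah -R replicate 1 lowered those specific to -R to 253. With each library rescaled to the same total, 423 genes were higher and 161 lower on -M alone. On -All alone, 247 were then higher and 1970 lower. A score of ovary genes as a covariate, added after seeing the data, gave 1585 genes specific to -M and 488 to -All.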

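Of the genes of mitochondrion organisation, 96 of 277 were higher on -M in wDah flies, where 42.0 were expected (odds ratio 3.11, one-sided Fisher's exact test, adjusted p = 1.97e-15). Their median log2 fold change was 0.16, with library medians of 0.11 to 0.21, and it was 0.08 with each library rescaled to the same total. On -R 29 of 277 and on -All 54 of 277 were higher (adjusted p = 1 for both). Adjusted p-values of the set on -M ranged up to 0.00700, with fry, over the other settings. Of the genes of ribosome biogenesis, 57 of 213 were lower on -R, where 18.6 were expected (odds ratio 4.03, adjusted p = 3.30e-14). Their median log2 fold change was -0.17, with library medians of -0.19 to -0.14, and -0.32 after the rescaling. On -M 5 of 213 were lower (adjusted p = 1), and the median was 0.12. On -All 37 of 213 were lower against 31.8 expected (adjusted p = 0.421), with a median of -0.05 that was below 0 in 2 of 3 libraries. The result on -All depended on the setting. Its adjusted p-value was 0.0111 with camera and 0.254 with fry, and it was 0.00962 with all 24 libraries in a single fit, within a range of 1.56e-04 to 1 over all settings. Cytoplasmic ribosomal proteins, tested as a separate list, were lower on -R for 81 of 85 genes (median log2 fold change -0.33, adjusted p = 1.38e-80) and on -All for 57 of 85 (adjusted p = 1.63e-26). Differences between the diets were not tested directly for these sets.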

**FIGURE 6:**
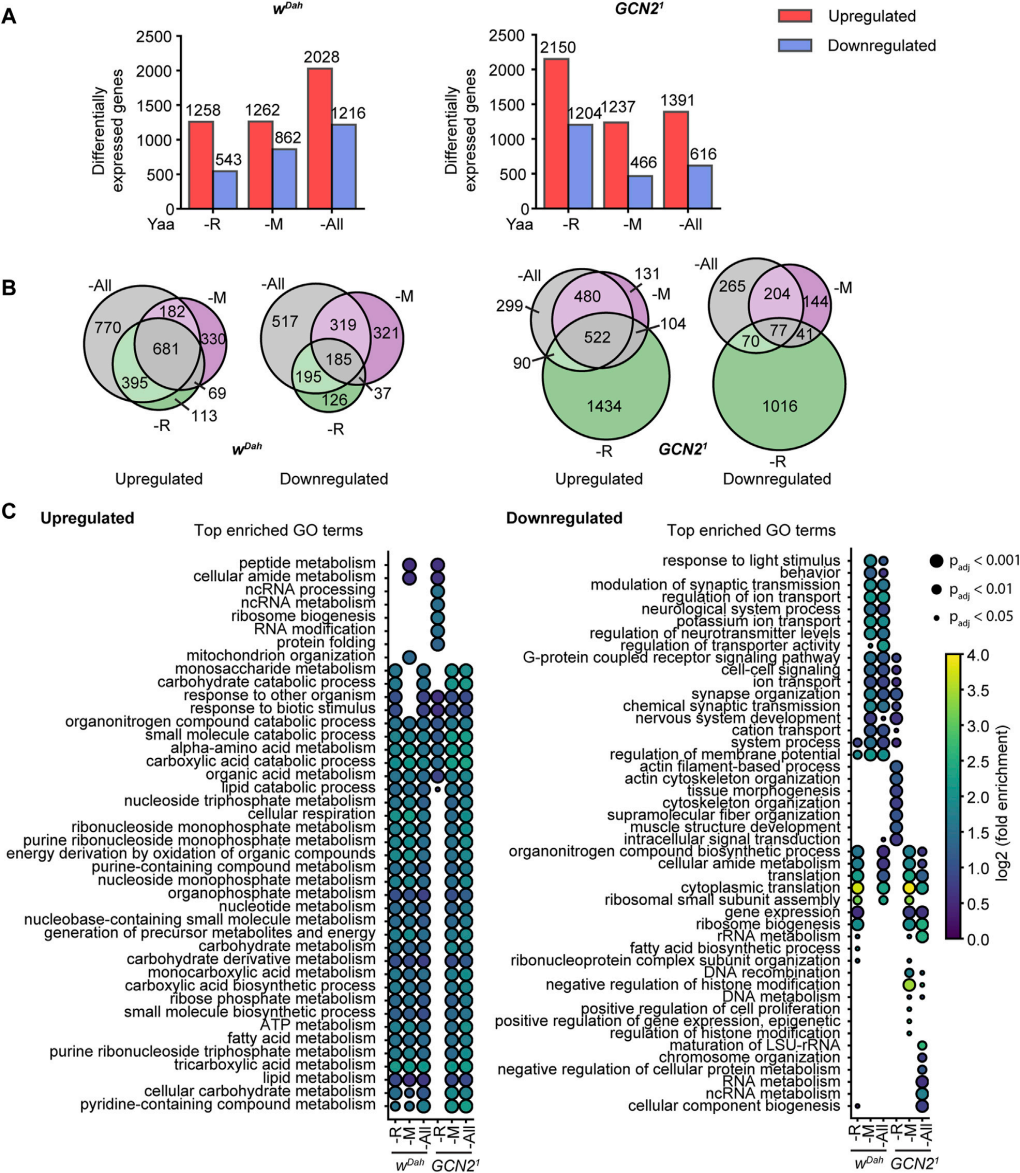
Transcriptional profiling of wild type and GCN2 mutants under amino acid deprivation. **(A)** Barplot representation of differentially expressed genes (DEGs) in *w* ^*Dah*^ control (left) and *Gcn2* ^*1*^ mutant females (right) under -R, -M, and -All deprivation relative to the Yaa control diet. The exact number of DEGs for each diet is indicated above the bar. **(B)** Venn representation of gene set overlaps of DEGs in the *w* ^*Dah*^ controls (left) and *GCN2* ^*1*^ mutants (right) under -R, -M, and -All deprivation. **(C)** Dotplot representation of significantly enriched top GO terms sorted by adjusted *p*-value of up and downregulated genes in each genotype and diet. *n* = 3 replicates per genotype and diet.

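In Gcn2 mutants, 2365 of the 11297 genes tested were differentially expressed on -R, with 1754 higher and 611 lower than on Yaa. On -M, 1211 of 11155 genes were differentially expressed, with 951 higher and 260 lower. On -All, 1532 of 11080 genes were differentially expressed, with 1171 higher and 361 lower. The counts depended on Gcn2 Yaa replicate 2, the library with the most ovary transcripts. Without it they rose to 3300 on -R, 2492 on -M and 2456 on -All, and these held 2234, 1210 and 1527 of the genes counted with all libraries. Array weights, which give less weight to libraries that deviate from their group, moved the count on -R most, to 6713. The median log2 fold change of all genes shifted to -0.10, -0.21 and -0.37 on -R, -M and -All when each library was rescaled to the same total, and -All then had 718 higher and 4236 lower genes. Among genes with a mean normalized count of at least 100, Lsp2 (FBgn0002565) rose most on -All, from 321 ± 150 (SD, n = 3) to 284517 ± 33982 (SD, n = 3), a log2 fold change of 9.88 (standard error 0.31, limma with Benjamini-Hochberg adjustment, adjusted p = 9.06e-06). GstD5 (FBgn0010041), a glutathione S-transferase gene, rose most of these on -R, from 56.9 ± 5.57 (SD, n = 3) to 3948 ± 76.9 (SD, n = 3), a log2 fold change of 6.10 (standard error 0.11, adjusted p = 9.87e-06). CG42364 (FBgn0259710) also rose on -R, from 10.5 ± 4.19 (SD, n = 3) to 458 ± 173 (SD, n = 3), a log2 fold change of 5.32. On -M the largest increase among these was a log2 fold change of 5.21 for CG31775 (FBgn0028537) and CG42586 (FBgn0260954), which are uncertain because the table gives them identical values from shared reads. Decreases among these included CG11893 (FBgn0039316) at -3.30 and CG17562 (FBgn0038449) at -3.16 on -All, and CG16904 (FBgn0037763) at -2.89 and eloF (FBgn0037762) at -2.87 on -M. The adjusted p-values of CG16904 and eloF on -M, 0.0481 and 0.0310, rose above 0.05 in 4 fits each that left out 1 library. The transposable element copies FBti0059777, which was listed at 0 in all 3 -R libraries, FBti0019080 (-6.92 on -R) and FBti0019975 (6.92 on -All) are uncertain because near-identical copies share their reads.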

As in wild type flies, amino acid deprivation also led to substantial gene expression changes in *Gcn2* ^*1*^ mutants with 3,354 (2,150/1,204), 1,703 (1,237/466), and 2,007 (1,391/616) genes significantly regulated (up/down) under R, M, and All deprivation, respectively (Figure 6A). Compared to wild type flies, more genes were differentially regulated in *Gcn2* ^*1*^ mutants under R deprivation (Figure 6A) and the regulation of many of these genes was specific to R deficiency (Figure 6B). These flies also showed a very distinct GO term enrichment profile (Figure 6C). For example, they did not upregulate genes associated with lipid metabolism, consistent with the reduction in lipid storage and starvation sensitivity of *Gcn2* ^*1*^ mutants under R deprivation. 

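On -R the median size of the log2 fold change of differentially expressed genes was 0.84 in Gcn2 mutants and 0.33 in wDah flies, and 927 against 231 genes changed over 2-fold. The spread between replicates was also larger in mutants, with a median standard error of all genes of 0.18 against 0.073. Which genotype had more differentially expressed genes on -R depended on the setting. In separate fits the 2454 genes of wDah flies exceeded the 2365 of mutants. Leaving out 1 mutant library gave 3300 genes in mutants without Gcn2 Yaa replicate 2, 2494 without Gcn2 -R replicate 1, and 1103 to 1340 without any 1 of the other 4. In a single fit of all 24 libraries, which gives all groups a common estimate of the spread, 5927 genes were differentially expressed in mutants and 1082 in wDah flies. Of the genes called on -R in mutants, 1206 were higher and 525 lower on -R alone, and 405 were higher and 28 lower on all 3 diets. With each library left out in turn, the genes specific to -R numbered between 730, without Gcn2 Yaa replicate 1, and 2232, without Gcn2 Yaa replicate 2. They numbered 670 with the replicate number as a block, 4487 in the single fit and 4721 with array weights. In mutants, log2 fold changes across genes correlated at 0.332 between -R and -M, 0.306 between -R and -All and 0.798 between -M and -All. Unchanged diets simulated against the shared Yaa libraries gave 0.503. That value holds for diets without any effect, so it is no floor for a diet with large changes such as -R. In those simulations 0 genes were called on all 3 diets, and at an unadjusted p-value under 0.05 an average of 21.8 higher and 21.1 lower genes were, against 665 and 190 in the data.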

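In Gcn2 mutants on -R, 96 of 213 genes of ribosome biogenesis were higher than on Yaa, where 35.1 were expected (odds ratio 4.37, one-sided Fisher's exact test, adjusted p = 7.36e-22). The median log2 fold change of the set was 0.66, with library medians of 0.57 to 0.78, and it stayed at 0.62 and 0.61 under total and quantile scaling. It was -0.29 on -M and -0.40 on -All, below 0 in 3 of 3 libraries on each. On those diets 25 and 34 of the 213 genes were lower (adjusted p = 4.02e-11 and 2.56e-14). With each library left out in turn, the number of higher genes on -R ranged from 39, without Gcn2 Yaa replicate 1, to 128, without Gcn2 Yaa replicate 2. The genotype by diet interaction of the set on -R had a median of 0.80 on the log2 scale (fry, adjusted p = 0.00175 over 57 tests), and 131 of its genes had an interaction above 0 at an adjusted p-value under 0.05. Translation genes also moved apart by diet, with 66 of 299 higher on -R (adjusted p = 0.0187) and 55 of 299 lower on -M (adjusted p = 4.52e-34). Genes of synapses and signalling were lower on -R for 75 of 980 (adjusted p = 0.00715, median log2 fold change -0.29, below 0 in 3 of 3 libraries). In wDah flies that set was lower on -M for 242 of 976 genes (adjusted p = 6.17e-34) and on -All for 241 of 977 (adjusted p = 2.32e-16), and on -R its adjusted p-value was 0.306. Fry did not make some of these calls, with adjusted p-values of 0.0808 for ribosome biogenesis on -M, 0.0883 for translation on -R and 0.200 for synapses and signalling on -R in mutants, and 0.0710 and 0.749 for the latter set on -M and -All in wDah flies. Camera gave 0.0926 for that set on -All in wDah flies. Mitochondrion organisation in mutants had 57 of 278 genes higher on -R (adjusted p = 0.106), and camera and fry gave adjusted p-values of 1.50e-04 and 0.0105. TCA cycle genes were not enriched among higher genes on -R (5 of 26, adjusted p = 0.903, median log2 fold change -0.08). They were on -M (10 of 26, adjusted p = 1.88e-04) and -All (13 of 26, adjusted p = 4.81e-06), with medians of 0.26 and 0.35 that stayed above 0 under the other scalings.

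**Figure D2:**
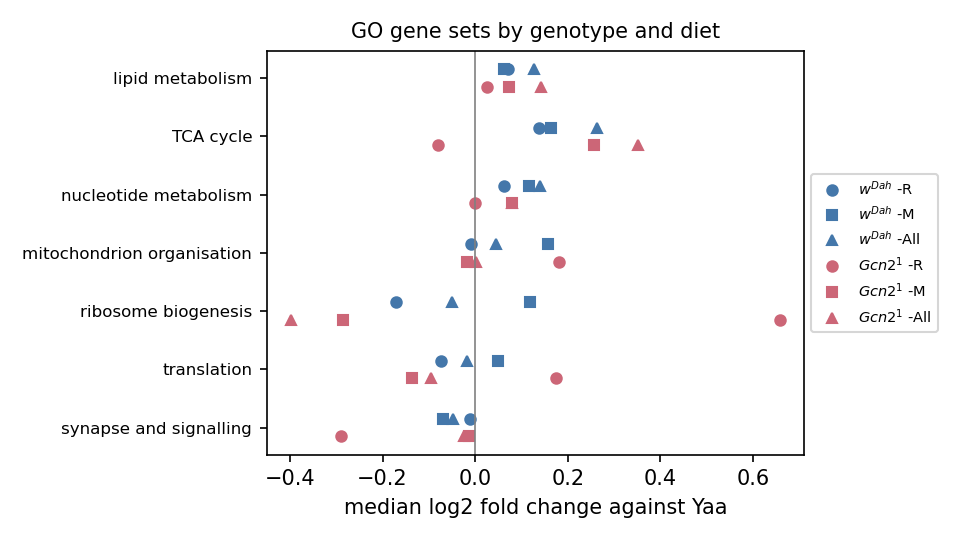
Median log2 fold change against Yaa (x axis) of 7 Gene Ontology sets in wDah flies and Gcn2 mutants on -R, -M and -All. Each point is the median over the genes of a set, so no error bars are drawn, and ribosome biogenesis lies at 0.66 in mutants on -R and at -0.17 in wDah flies on -R.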

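In Gcn2 mutants on -R, 91 of 440 genes of lipid metabolism were higher than on Yaa, where 72.4 were expected (odds ratio 1.34, one-sided Fisher's exact test, adjusted p = 0.0282). The median log2 fold change of the set was 0.03, and it was above 0 in 1 of 3 libraries and at -0.012 and -0.0091 under total and quantile scaling, where the median of all genes was -0.10 and -0.09. Camera gave an adjusted p-value of 0.164 and fry one of 0.00919. Over the other settings the adjusted p-value ranged from 1.19e-04 for a list of lipid storage and fatty acid synthesis genes to 0.417 with array weights. Without Gcn2 Yaa replicate 2 it was 0.440. On -M 96 of 434 genes were higher against 39.6 expected (odds ratio 3.06, adjusted p = 4.56e-16), and on -All 109 of 434 against 48.6 expected (odds ratio 2.85, adjusted p = 5.43e-16). The median of the set was 0.07 on -M and 0.14 on -All, above 0 in 3 of 3 libraries on each, and it was -0.09 and -0.19 when each library was rescaled to the same total, which shifted the median of all genes to -0.21 and -0.37. The interaction of genotype and diet on -R had a median of -5.44e-04 on the log2 scale over 426 genes of the set, with 78 genes above 0 and 47 below 0 at an adjusted p-value under 0.05. The list of lipid storage and fatty acid synthesis genes was higher on -R for 13 of 25 genes in mutants (median log2 fold change 0.67, library medians 0.40 to 0.44) and for 18 of 24 in wDah flies (median 0.24, library medians 0.20 to 0.26, adjusted p = 1.94e-10).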

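Genes called in the same direction in wDah flies and Gcn2 mutants were counted among the genes tested in both, with a one-tailed Fisher's exact test adjusted over 6 tests. On -R, 585 genes were higher in both genotypes, where 241 were expected (odds ratio 4.52, adjusted p = 3.52e-122), and 124 were lower, where 52.7 were expected (odds ratio 2.96, adjusted p = 2.00e-20). These were 38.7% of the 1512 higher genes and 13.2% of the 936 lower genes of wDah flies. A further 74 of the higher and 82 of the lower genes of wDah flies were called in the opposite direction in mutants. On -M, 576 genes were higher in both genotypes, where 135 were expected (odds ratio 14.4, adjusted p = 1.72e-277), and 59 were lower, where 29.1 were expected (odds ratio 2.40, adjusted p = 6.15e-08). These were 37.3% of the 1543 higher genes and 4.83% of the 1221 lower genes of wDah flies, and 16 genes of each direction went the opposite way. Across all genes tested in both genotypes, the log2 fold changes correlated at 0.243 on -R and 0.349 on -M. The number of shared genes depended on Gcn2 Yaa replicate 2 on -M, where it was 635 with that library and 1170 without it. On -R it was 442 without Gcn2 Yaa replicate 1. Array weights gave 1328 shared genes on -R and 1253 on -M. With each library rescaled to the same total, the shared genes on -R were 412 higher and 623 lower.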

There was a significant overlap of genes that were regulated in the same direction in both wild type and *Gcn2* ^*1*^ mutant flies on all diets (Supplementary Figure S5A), suggesting that loss-of GCN2 function does not block the general transcriptional programme in response to EAA deprivation. 

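On -All, 1066 genes were higher than on Yaa in both genotypes, where 237 were expected (odds ratio 78.3, one-tailed Fisher's exact test, a p-value too small for the program to print). The genes lower in both genotypes numbered 218, where 54.2 were expected (odds ratio 9.84, adjusted p = 9.01e-91). The shared genes were 91.2% of the 1169 higher genes and 60.6% of the 360 lower genes of mutants, and 48.6% and 13.4% of those of wDah flies. Calls in opposite directions were made for 13 genes. Log2 fold changes of all genes tested in both genotypes correlated at 0.476. The interaction of genotype and diet was called for 97 of 11000 genes, 43 above 0 and 54 below 0, and 1113 genes had an unadjusted p-value under 0.05. Of the 2525 genes called in wDah flies and not in mutants, 83.9% changed in the same direction in mutants. Among them 14 of the 2516 tested, or 0.556%, had an interaction with an adjusted p-value under 0.05. Leaving out 1 library moved the number of shared genes to between 781, without Gcn2 -All replicate 3, and 1923, without Gcn2 Yaa replicate 2. Rescaling each library to the same total gave 592 higher and 3706 lower shared genes. The number of genes with an interaction was 56 without wDah Yaa replicate 1, and 42 at an adjusted p-value under 0.01.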

The biggest overlap was found under deprivation of all amino acids, with 1,195 up and 302 downregulated genes shared between *w* ^*Dah*^ and *Gcn2* ^*1*^ mutants, consistent with the hypothesis that GCN2 function is not essential for the response to deprivation of all amino acids.

Under EAA deprivation, GCN2 regulates transcription *via* translational induction of the transcription factor ATF4 (Harding et al., 2003). Thus, we next addressed whether ATF4 target genes might be enriched in our DEG gene sets. Therefore, we compared a list of 149 genes previously identified as being induced upon over-expression of ATF4 (Hunt et al., 2019) with our DEG sets (Supplementary Figure S5B). We found a significant overlap between potential ATF4 target genes and genes regulated in response to R and M deprivation in both *w* ^*Dah*^ and *Gcn2* ^*1*^ mutant flies (Supplementary Figure S5B), which suggest a role for ATF4 in the organismal response to these diets. However, the finding that the overlap was also observed in GCN2 mutants suggests that ATF4 target gene induction is independent of GCN2 function. To investigate this further, we next addressed whether ATF4 target genes were enriched in GCN2 dependent genes, i.e., genes that were regulated in wild type but not GCN2 mutants in response to EAA deprivation (Supplementary Figure S5C). Although we found some overlap, this overlap was not statistically significant. This suggests that factors other than ATF4 contribute to GCN2 dependent gene expression changes under these EAA deprivations. Interestingly, we found that induction of the known ATF4 target gene asparagine synthetase (ASNS) (Pathria et al., 2019), was dependent on GCN2 function specifically under M deprivation (Supplementary Figure S5D), suggesting that dependent on the type of EAA restriction ATF4 function is specifically regulated by GCN2. 

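AsnS (FBgn0270926), the gene of asparagine synthetase, lies on chromosome 3L from 21173118 to 21174973 on the plus strand in the BDGP6.54 annotation. In wDah flies its normalized count rose on -M from 815 ± 30.9 to 5491 ± 382 (SD, n = 3), a log2 fold change of 2.75 (standard error 0.056, limma with Benjamini-Hochberg adjustment, adjusted p = 2.20e-07). In Gcn2 mutants on -M it rose from 619 ± 140 to 1540 ± 230 (SD, n = 3), a log2 fold change of 1.33 (standard error 0.18, adjusted p = 0.00448). The difference between the genotypes on -M, tested as the interaction of genotype and diet, was -1.44 (standard error 0.20, adjusted p = 0.00104). It stayed between -1.57 and -1.27 with each library left out in turn, with an adjusted p-value of at most 0.00466. On -R the count was 2023 ± 555 in wDah flies, against 787 ± 30.6 on Yaa (SD, n = 3), a log2 fold change of 1.33 (standard error 0.16, adjusted p = 6.99e-04). In mutants on -R it was 3191 ± 389, against 687 ± 142 on Yaa (SD, n = 3), a log2 fold change of 2.23 (standard error 0.17, adjusted p = 4.10e-04). The interaction on -R was 0.94 (standard error 0.27, adjusted p = 0.0300), and 8 of the 12 fits that left out 1 library gave an adjusted p-value above 0.05, up to 0.0753 without Gcn2 Yaa replicate 1. On -All the log2 fold change was 0.66 (standard error 0.060, adjusted p = 1.78e-04) in wDah flies and 1.01 (standard error 0.22, adjusted p = 0.0226) in mutants. The increase in mutants on -All passed the threshold in 1 of the 6 fits that left out 1 library, the fit without Gcn2 Yaa replicate 2. The interaction on -All was 0.35 (standard error 0.24, adjusted p = 0.579). In each of the 6 comparisons the 3 libraries on the deprived diet lay above the 3 Yaa libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). On Yaa the genotypes differed by -0.46 on the log2 scale (adjusted p = 0.200). The gene of ATF4, crc (FBgn0000370), changed by -0.05 on -M in wDah flies (adjusted p = 0.413) and by -0.0031 in mutants (adjusted p = 0.984).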

In summary, we identified both shared and distinct transcriptional profiles in response to EAA in flies. Some of these expression changes were dependent on GCN2, however, loss-of GCN2 function did not block the general transcriptional programme in response to EAA deprivation.

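The dependence of each gene's response on GCN2 was tested as the interaction of genotype and diet over the 12 libraries of both genotypes on Yaa and on the diet, with limma and Benjamini-Hochberg adjustment. On -R, 2363 of 11001 genes had an interaction with an adjusted p-value under 0.05, 1744 above 0 and 619 below 0. On -M, 761 of 10985 genes had one, 463 above 0 and 298 below 0. Without Gcn2 Yaa replicate 2 these counts were 3747 and 1262, and they held 2334 and 760 of the genes counted with all libraries. Array weights moved the count on -R most, to 5688. Of the 1583 genes called on -R in wDah flies and not in mutants, 63.9% changed in the same direction in mutants, and 18.6% of the 1580 tested had an interaction with an adjusted p-value under 0.05. On -M this group held 2097 genes, of which 70.3% changed in the same direction in mutants, and 7.63% of the 2096 tested had an interaction. On Yaa itself, 296 of 11006 genes differed between the genotypes, 152 higher and 144 lower in mutants. That count rested on single libraries, with 96 genes without wDah Yaa replicate 3 and 1288 without Gcn2 Yaa replicate 2. From the overlap of the genes regulated in the same direction in both genotypes, the paper proposes that loss of GCN2 does not block the general transcriptional programme under deprivation. For the overlap under deprivation of all amino acids, it names the hypothesis that GCN2 is not essential for the response to that diet. For AsnS it proposes that GCN2 regulates ATF4 function on some diets and not on others.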

### GCN2-Dependent Feeding Behaviour in Response to EAA Deprivation Can be Rescued by ATF4 in an Amino-Acid-Specific Manner

ATF4 is a main downstream effector of GCN2 and regulates expression and activity of genes involved in amino acid transport, assimilation, and metabolism under amino acid starvation (Harding et al., 2003; Kilberg et al., 2009). Surprisingly, we only identified a few ATF4 target genes in our transcriptomics analysis. Thus, we asked whether ATF4 is an important downstream effector of GCN2 dependent feeding behaviour in flies. We over-expressed ATF4 in *Gcn2* ^*1*^ mutant females and measured proboscis extension and starvation resistance in response to long-term deprivation of individual EAAs. To avoid developmental effects, we restricted expression of ATF4 specifically to the adult stage using the inducible Gene-Switch (GS) system (Roman et al., 2001). Expression of the *UAS-Atf4* transgene was induced 2 days prior to the flies being shifted to experimental diets using the ubiquitously expressed *da-GS* driver. *Gcn2* ^*1*^ mutants carrying only *da-GS* or *UAS-Atf4* constructs served as controls. We first measured feeding rates of flies in response to L, W, and I deprivation. Induction of ATF4 did not affect feeding of flies on the Yaa control diet (Figure 7A). Interestingly, however, ATF4 induction was able to partially rescue the reduced feeding rates of GCN2 mutants under L and W deprivation (Figure 7A). In contrast, feeding rates of GCN2 mutants were not rescued by ATF4 over-expression upon I deprivation (Figure 7A). Thus, ATF4 activation rescued GCN2 dependent feeding behaviour in an amino-acid-specific manner. As feeding behaviour and starvation resistance were closely correlated, we next validated this finding by measuring starvation resistance (Figures 7B–E). Consistent, with the feeding data, ATF4 over-expression partially rescued starvation resistance of GCN2 mutants under L and W, but not I, deficiency. Finally, we also tested whether over-expression of ATF4 can rescue the shortened lifespan of GCN2 mutants on two representative EAA diets, L and I deprivation, which showed partial rescue and no rescue in feeding and starvation resistance, respectively. Consistent with these results, over-expression of ATF4 fully rescued the lifespan of GCN2 mutants back to wild type levels upon L deprivation (Figure 7F) but was not able to rescue the reduced lifespan of GCN2 mutants under I deprivation (Figure 7G).

**FIGURE 7:**
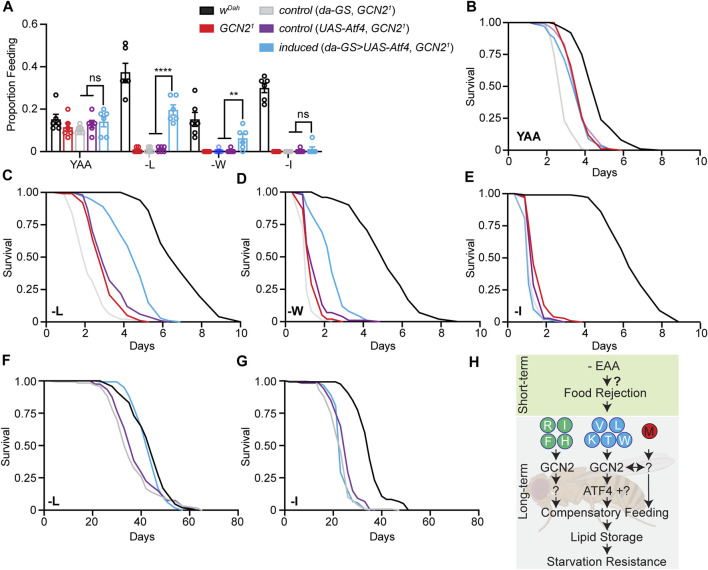
Over-expression of *Atf4* partially rescued feeding behaviour of *Gcn2* ^*1*^ mutants in an amino acid dependent manner. **(A)** Feeding rate of flies fed L, W, and I deprived diets for 7 days. Ubiquitous adult-specific overexpression of *Atf4* in *Gcn2* ^*1*^ mutant females rescued feeding behaviour under L and W but not I deprivation. *n* = 6 vials with five flies per vial. Data are present as mean ± s.e.m. One-way ANOVA followed by Dunnett’s multiple comparisons test; *p* values were adjusted for multiple comparisons. **(B–E)** Survival under full starvation of flies preconditioned on Yaa, -L, -W, and -I diets for 7 days. Ubiquitous adult-specific over-expression of *Atf4* in *Gcn2* ^*1*^ mutant females partially rescued starvation sensitivity on -L and -W but not on -I diets: -L: *p*_*da-GS*_ = 1.8 × 10^−34^, *p*_*UAS-Atf4*_ = 4.4 × 10^−13^; -W: *p*_*da-GS*_ = 2.1 × 10^−33^, *p*_*UAS-Atf4*_ = 7.6 × 10^−13^; -I: *p*_*da-GS*_ = 7.3 × 10^−12^, *p*_*UAS-Atf4*_ = 0.22, -I, *p*_*da-GS*_ = 0.32, *p*_*UAS-Atf4*_ = 4.9 × 10^−7^. log-rank test. *n* = 100 flies per diet and genotype. **(F,G)** Survival of flies under deprivation of -L **(F)** and -I **(G)**. Ubiquitous adult-specific over-expression of *Atf4* in *Gcn2* ^*1*^ mutant females rescued survival under L but not under I deprivation. -L: *p*_*da-GS*_ = 7.2 × 10^−6^, *p*_*UAS-Atf4*_ = 0.001. ATF4 overexpression in **(A–G)** was induced by 50 μM RU486 using the da-GS driver. **(H)** Schematic overview about the role of GCN2 under individual EAA deprivation. **(H)** was created with BioRender.com.

In the Gene-Switch system, transgene expression is induced when flies are exposed to the drug mifepristone (RU486). To check that the partial rescue was due to insufficient *Atf4* induction, we repeated the starvation experiment with a two-fold higher RU486 concentration. Furthermore, we extended our analysis to all individual EAA-deficient diets (Supplementary Figures S6A–J). Doubling the RU486 content only mildly increased the degree of rescue of starvation resistance of *Gcn2* ^*1*^ mutants under L, W, and I deprivation (Supplementary Figures S6A,B,J), suggesting that insufficient *Atf4* induction did not explain the partial rescue observed under these conditions. Furthermore, ATF4 over-expression partially rescued starvation resistance of GCN2 under deprivation of V, T, and K (Supplementary Figures S6C–E), while no or only a small rescue was observed under R, F, and H deprivation (Supplementary Figures S6F,H,I). Noteworthy, *Atf4* induction did not rescue starvation resistance of *Gcn2* ^*1*^ mutants under M deprivation, consistent with the hypothesis that M deprivation acts *via* a GCN2 independent mechanism. Taken together, overexpression of *Atf4* can partially rescue GCN2-dependent feeding behaviour and starvation resistance in an amino-acid-dependent manner. These results suggest that signalling downstream of GCN2 is amino acid specific and that factors other than ATF4 are also involved (Figure 7H).

## Discussion

Restriction of amino acids can extend healthspan and lifespan in animals ranging from flies to mammals (Grandison et al., 2009; Solon-Biet et al., 2014; Green et al., 2022). However, only a limited number of amino acids have been studied in this context (Babygirija and Lamming, 2021). A better understanding of the effects of individual amino acid restriction and the underlying molecular mechanisms will assist in developing novel nutrition-based interventions to improve health. Here we systematically analyzed the role of GCN2 kinase in development, survival and feeding behaviour under deprivation of individual amino acids in the fruit fly *Drosophila*. We show that GCN2 function is essential for the long-term response of the organism to deprivation of all essential amino acids, except for methionine.

Previous work on GCN2 in multicellular organisms has mostly been done using one or two prototype EAA-deficient diets (Maurin et al., 2005; Leib and Knight, 2015). We systematically examined the roles of GCN2 in regulating development, lifespan and starvation resistance in responses to individual amino acid deprivation, and found that GCN2-mediated responses vary in degree under deprivation of different EAA, suggesting that GCN2 is not comparably activated by each of the EAA. This is consistent with the results from culture cells that deprivation of individual EAAs increases phosphorylation of eIF2α, but to varying degrees (Tang et al., 2015) and deprivation of leucine and threonine result in the largest increase in p-eIF2α, whereas isoleucine, lysine, methionine, and tryptophan elicit the weakest responses (Palii et al., 2009). In addition, previous work with leucine deprivation (100%) and leucine restriction (85%) shows that the physiological responses to them are fundamentally different, thereby questioning the assumption that GCN2 is comparably activated by any degree of restriction of an EAA (Anthony et al., 2013). These findings indicate that both the EAA being deprived and the degree of restriction play important role in the activation of GCN2 kinase. Therefore, a precise way to dissect GCN2 functions is to study its responses under deprivation of individual amino acids. Interestingly, GCN2 seems to sense the ratio of the deprived amino acid to others, rather than the absolute amino acid levels, as the addition of 50% amino acid in the HUNTaa could not rescue the lethality caused by arginine limitation. Different dietary intervention regimes, such as protein restriction, general amino acid restriction, individual amino acid restriction, food dilution affect amino acid concentrations and ratios in different ways, and we hypothesize that GCN2 may play different roles mediating their effects.

Surprisingly, GCN2 mutants were slightly longer lived than control flies on the Yaa control diet. The Yaa diet is based on the amino acid composition of yeast (Piper et al., 2014) and addition of M to yeast can rescue the reduced fecundity under DR (Grandison et al., 2009), indicating that M is limiting in the yeast based diet. GCN2 mutants were longer-lived under full deprivation of M. Thus, the increased lifespan of GCN2 mutants on the control diet might be explained by partial M restriction, but could also have other currently unknown reasons.

We previously showed that 85% restriction of the three BCAA (V, L, and I) or of three other EAA (T, H, and K) extends lifespan in flies (Juricic et al., 2020). Combined restriction of BCAA or THK also caused short-term food avoidance followed by long-term compensatory feeding associated with increased lipid storage and starvation resistance (Juricic et al., 2020), consistent with our findings on full deprivation of individual EAA. Thus, in flies partial restriction of BCAA affects feeding behaviour in a similar manner as full deprivation of individual EAA. In contrast, full deprivation of individual EAA shortened lifespan. Restriction of BCAA and THK resulted in reduced TOR signalling (Juricic et al., 2020) and GCN2 has been implicated in TOR-mediated longevity in *Caenorhabditis elegans* (Rousakis et al., 2013). Therefore, in future it will be interesting to address whether GCN2 function is essential for lifespan extension upon BCAA or THK restriction.

Higher organisms actively regulate feeding behaviour based on the quality and quantity of amino acids in the diet. Mice fed with diets restricted for M and L (Lees et al., 2017) or T (Yap et al., 2020) for 8 weeks showed increased food uptake, consistent with our finding in flies that individual EAA deprivation induced compensatory feeding. Interestingly, while T restriction also increased fat content in mice, similar to our observation in flies (Yap et al., 2020), M and L restriction reduced fat content (Lees et al., 2017). It is currently not clear whether these differences are due to different functions of these EAA or due to other factors like differences in diet composition between studies. However, the evolutionarily conservation of increased food uptake in response to EAA restriction between flies and mice, suggest that also the molecular pathways underlying these effects are conserved. GCN2 is involved in the adaptive response of food intake in response to EAA deprivation (Hao et al., 2005; Maurin et al., 2005; Bjordal et al., 2014). In mice, GCN2 activation leads to rapid rejection of a leucine or threonine deficient diet within an hour of feeding (Maurin et al., 2005). Similarly, fly larvae rapidly reject a sugar/corn-based diet deficient in tryptophan and lysine (Bjordal et al., 2014). However, another study in mice reported that, under long-term leucine deprivation (7 and 17 days), both wild-type and *Gcn2*-deficient mice show reduced food-intake (Guo and Cavener, 2007). Furthermore, a more recent study has called the rapid rejection of EAA-deficient diets into question, and showed that mice cannot rapidly sense and reject leucine or threonine deficient diets (Leib and Knight, 2015). Thus, the role of GCN2 in this context is still under controversy. We performed a comprehensive analysis of GCN2-mediated food intake in response to short-term and long-term deprivation of individual EAA in adult *Drosophila* females and the main finding were: 1) short-term (1 day) deprivation of individual EAAs triggers a GCN2-independent aversion response towards EAA-deficient diets, 2) long-term (3–7 days) single deprivation of individual EAA except for methionine induces a GCN2-dependent compensatory feeding response in wild type flies, 3) full amino acid deprivation does not cause a compensatory feeding response and is sensed by a GCN2-independent mechanism, and 4) long-term methionine deprivation is sensed by a GCN2 independent mechanism, suggesting the presence of at least two independent amino acid sensing systems. In contrast to fly larvae (Bjordal et al., 2014), we did not observe a short-term GCN2-dependent food rejection in adult flies. There are several possible explanations for the observed discrepancy, including differences between larval and adult behaviour, different food composition and differences in the measurement period (few minutes vs. 24 h). Short-term deprivation of EAAs is sensed by a currently unknown mechanism that elicits a rejection response in adult flies. However, when EAA deprivation continues over a longer period, GCN2 kinase is activated and might receive feedback signals from the short-term sensing pathway to trigger a transcriptional response, which induces compensatory feeding in flies in order to cope with the nutritional stress. We propose that feeding behaviour in response to an EAA-deficient diet is highly dependent on the duration of the amino acid starvation and is mediated, at least in part, by GCN2 kinase.

Our results suggest that methionine deprivation is sensed by a GCN2-independent mechanism. These findings are in line with a recent study in mice that showed that GCN2 is not required for methionine-restriction-dependent physiological responses including increased food intake, induction of hepatic FGF21, increased energy expenditure, or enhancement of insulin sensitivity (Wanders et al., 2016). Methionine participates in multiple cellular metabolic pathways, including the salvage pathway, the SAM recycling pathway, the transsulfuration pathway, polyamine synthesis, and creatine biosynthesis (Drabkin and RajBhandary, 1998; Stipanuk and Ueki, 2011; Tang et al., 2015) and hence methionine deprivation could act through multiple molecular mechanisms. Along the same lines, a comprehensive microarray analysis in a mammalian cell line demonstrated that, unlike deprivation of other EAAs, methionine deprivation triggers a unique and dramatic gene expression response through a reduction of both histone methylation and ornithine-mediated signaling (Tang et al., 2015). A recent study showed that methionine starvation had no significant effect on phosphorylation of eIF2α (Mazor et al., 2018), indicating that methionine deprivation may not regulate GCN2. Interestingly, general translation was drastically decreased under methionine starvation, consistent with strong reduction in adult survival we observed (Mazor et al., 2018). The exact molecular mechanisms should be further investigated.

Feeding behaviour of GCN2 mutants was not only affected by deprivation of EAAs but also by deficiency of NEAA. More specifically, deprivation of asparagine (N), but not of other NEAA, reduced feeding and decreased starvation resistance of GCN2 mutants. Furthermore, NEAA and N deprivation increased starvation resistance of wild type flies, but not their feeding behaviour. This suggests that mechanisms other than increased food uptake underlie the increased starvation resistance upon N deprivation. The observed phenotypes specifically upon N deprivation might indicate that flies only have a limited production capacity for this NEAA. In mammalian cell culture cells, N becomes an EAA under deprivation of glutamine (Pavlova et al., 2018). However, deprivation of N alone in the presence of external glutamine was sufficient to affect starvation resistance of flies, suggesting that either the level of glutamine in the Yaa control diet is limiting or that other mechanisms are at play. N has also been shown to act as an amino acid exchange factor, whereby intracellular N levels regulate the uptake of other amino acids, especially, serine, arginine and histidine (Krall et al., 2016). Thus, the effect of N deprivation on GCN2 function might be indirect, by limiting the cellular uptake of EAA such as R. Consistently, GCN2 mutants were highly sensitive to dietary R deprivation. Through its role as exchange factor, N has been shown to affect mTORC1 activity and protein translation (Krall et al., 2016). Our results indicate that in addition to mTORC1, N deprivation might also activate GCN2 *in vivo*. Interestingly, asparagine synthetase (ASNS) is a direct target gene of ATF4 in mammals (Pathria et al., 2019). Furthermore, pharmacological inhibition of GCN2 sensitizes cancer cells with low expression levels of ASNS to the antileukemic agent 1-asparaginase (Nakamura et al., 2018), suggesting that the effect of N deprivation on GCN2 function are conserved from flies to mammals.

Our study also highlights that full amino acid starvation poses different stress from individual EAA deprivation, and is dealt with by a GCN2 independent mechanism. Consistently, data from HEK293 cells suggest that protein synthesis under full amino acid starvation is controlled by phosphorylation of eIF2B and is independent of changes in GCN2/eIF2α phosphorylation (Wang and Proud, 2008). Furthermore, in HepG2 cells total amino acid starvation decreases 4E-BP phosphorylation, suggesting that full amino acid starvation might involve the TOR pathway (Palii et al., 2009). However, more *in vivo* work is needed to understand the mechanisms by which cells sense and response to single and total amino acid starvation.

GCN2 kinase coordinates amino acid starvation stress response by activating the key transcription factor ATF4 (Harding et al., 2003). Here, we showed that increased *Atf4* expression is necessary but not sufficient to compensate for GCN2 mediated functions under deprivation of EAA and that the rescue efficiency of *Atf4* over-expression depends on which EAA is being deprived in the diet. Furthermore, transcriptomic profiling showed that ATF4 target genes were not significantly enriched among GCN2-dependent genes under R deprivation, consistent with the finding that overexpression of ATF4 only caused a slight rescue in starvation sensitivity of GCN2 mutants. One explanation for our observations is that GCN2 induces *Atf4* translation to different degrees in response to starvation of different EAA, as valine deprivation induced the highest ATF4 protein levels whereas deprivation of isoleucine resulted in very weak induction of ATF4 protein levels (Palii et al., 2009). Interestingly, I restriction, but not L restriction improved metabolic health in mice (Yu et al., 2021) and blood levels of I correlated with increased mortality in humans, while blood levels of L correlated with decreased mortality (Deelen et al., 2019), suggesting that these EAA have different physiological functions and are regulated by different upstream pathways. Certain EAA may trigger distinct transcription factors and co-activators, which may act in concert with ATF4 to fully facilitate its function, as several studies have documented that ATF4 and other transcription factors including ATF2, ATF3, ATF5, and cJUN interact together to regulate amino acid stress response (Bruhat et al., 2009; Kilberg et al., 2012). Moreover, we observed no rescue of GCN2-dependent functions upon *Atf4* over-expression in *Gcn2*-knockout flies when several EAA were individually deprived from the diet, suggesting that under these conditions GCN2 may activate transcription factor(s) other than ATF4. It has been shown that GCN2 activates nuclear-factor κB (NF-κB), *via* phosphorylation of eIF2α in mouse embryonic fibroblasts (Jiang et al., 2003). Thus, although it is well established that ATF4 is a primary component of amino acid stress response, our data suggest that, depending on which EAA is being deprived, GCN2 might activate additional transcription factors that work alone or in concert with ATF4 to regulate amino acid stress response. Therefore, for an accurate understanding of the role of ATF4 in amino acid stress response, the GCN2/ATF4 pathway should be studied in response to deprivation of individual amino acids. The mechanism by which deprivation of different amino acids selectively triggers ATF4 and the additional transcription factors are presently unknown.

## Data Availability

The data are now publicly available and can be accessed *via* the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203210.

How the deposited data were processed for this re-analysis (not part of the article)

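RNA-seq was performed on heads and thoraces of females of the wDah control and of Gcn2 mutants. The flies had received the Yaa diet, or the diet without arginine (-R), methionine (-M) or all amino acids (-All), for 3 days. There were 3 libraries for each of the 8 combinations of genotype and diet, 24 in all, each from 25 flies. Conditions and replicate numbers were taken from the sample labels. The level of Gcn2 in each library was checked first and separated all mutant libraries from all wDah libraries.

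The authors assigned 100 bp single-end reads to the transcripts of the BDGP6.32 annotation with kallisto, summed the estimated counts by gene and normalized them with DESeq2. The main values deposited by the authors are a signal, namely the normalized counts of each library, which are estimated counts divided by size factors fitted over the libraries of a table. The authors deposited these for each diet against Yaa in each genotype, in 6 tables of 6 libraries, and once for all 24 libraries. The 6 tables also hold the log2 fold changes of the authors with their standard errors, and the p-values and adjusted p-values of the authors' DESeq2 test. These were used to count calls, including those that both tests share, and features without a p-value, and no other result here rests on them. The table of all 24 libraries also holds FPKM values that the authors computed per gene, and they are not used here. Features are genes and single copies of transposable elements. The tables list between 13212 and 13412 features for each diet comparison and 12126 for all 24 libraries, and all 12126 are among the 12528 features of all 6 other tables.

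The depth of a library is not given in normalized counts. Low values cluster near whole multiples of a step that differs between libraries. The step gave an estimate of the reads assigned to the listed features in each library, between 21.0 and 31.6 M (median 24.7). Too few of the low values were whole multiples for reads to be recovered, so no count model was fitted. With 3 libraries per group, the median standard error of a log2 fold change was between 0.073 and 0.18 in the 6 diet comparisons.

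Values were analysed as log2(normalized count + 1). Genes with a mean normalized count of at least 10 over the libraries of a comparison were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over the genes tested, and genes with an adjusted p-value under 0.05 were called. Tables were read with data.table 1.17.8, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Each diet was compared with Yaa within a genotype on the 6 libraries of its own table, as in the paper. The interaction of genotype and diet was fitted on the 12 libraries of both genotypes on Yaa and on the diet, and the genotypes were compared on Yaa on 6 libraries, both from the table of all 24 libraries. Genes called in the same direction in both genotypes were tested with a one-tailed Fisher's exact test against the genes tested in both, which is the test the paper names. Since the comparisons of a genotype share their Yaa libraries, unchanged diets were simulated 20 times against those libraries, to give the overlap and the correlation that arise without an effect.

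Gene Ontology names in the deposited tables gave 7 sets of genes, on lipid metabolism (463 genes), the TCA cycle (30), nucleotide metabolism (135), mitochondrion organisation (287), ribosome biogenesis (215), translation (306) and synapses and signalling (1063). Further lists were given by gene symbol, on the TCA cycle, lipid storage and fatty acid synthesis, textbook targets of ATF4, insulin signalling and starvation, cytoplasmic and mitochondrial ribosomal proteins and oxidative phosphorylation. Each set was tested for calls in each direction with a one-sided Fisher's exact test against the genes tested (for Gene Ontology sets, those with at least 1 term), with adjustment over 84 tests for each of both families. Interactions of sets were tested with fry and camera of limma, with adjustment over 57 tests. Fry tests the genes of a set on their own, and camera tests them against the other genes. Lists of marker genes of the ovary, of the male accessory gland and testis, of digestive enzymes of the gut, of flight muscle, of photoreceptors and of yolk proteins and the fat body served to look for RNA of other tissues, with adjustment over 72 tests. Positions and transcript lengths were taken from the BDGP6.54 annotation, a later release than that of the deposited tables.

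The comparisons, the alternatives, the lists above and the rule for naming genes were fixed before the data were examined. Lists of glutathione S-transferases and of gut genes that are not digestive enzymes were written later. The genes named are those that the paper names and the tables hold, and the genes with the largest changes in each diet comparison. These are the 2 largest increases and the 2 largest decreases among genes with an adjusted p-value under 0.05, a mean normalized count of at least 100 and all 3 diet libraries on one side of all 3 Yaa libraries. The alternatives were a pseudocount of 0.1 or 10, no filter or a filter at a mean of 50, rescaling of each library to the same total, quantile normalization, eBayes without a trend, array weights, a single fit of all 24 libraries, the replicate number as a block, an adjusted p-value under 0.01, leaving out each library in turn, and camera, fry or symbol lists for the gene sets. A fit with the ovary marker score of each library as a covariate was added after seeing the data.

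Replicates carry the same numbers in all groups, and neither the paper nor the labels say that a number marks a shared batch. The deviations of same-numbered libraries from their group means correlated above 0.1 for all 3 numbers in 1 of 7 comparisons, Gcn2 -M against Yaa, with r of 0.251, 0.458 and 0.228. The block changed the number of genes called there by less than 1.5 times. The procedure was tested on simulated data made from the real means, with 200 genes changed 2-fold to 4-fold in 7 comparisons. It recovered 54% to 89% of the changed genes, and 1.29% to 7.69% of its calls were genes that had not been changed.

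The list of 149 genes induced by ATF4 that the paper compares with these data was not used here. Experiments of the paper without sequencing files, such as lifespan, feeding and triglyceride measurements, were not analysed here.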

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

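The tests of tissue origin, chorion genes, sample labels, shared deviations, transcript length, a lower share of head and muscle tissue, the gut on -R, the fat body and the summed glutathione S-transferase cluster were chosen after the results they concern had been seen. The other tests below had their predictions written first.

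The response to a diet differed between the genotypes for many genes, by the interaction of genotype and diet (limma, adjusted p-value under 0.05). There were 2363 such genes on -R, 761 on -M and 97 on -All. The 12 libraries of each interaction were also split in other ways into 4 groups of 3, in 100 splits that included the real one. As many genes were reached by 3 of the 100 splits on -R, 1 on -M and 2 on -All. The highest counts of the other splits were 3571 on -R, 601 on -M and 666 on -All, so a few other groupings of these libraries gave long lists. Without the 2 libraries with the most ovary transcripts on Yaa and -R, Gcn2 Yaa replicate 2 and Gcn2 -R replicate 1, 5516 genes had an interaction on -R. Without the 3 such libraries on Yaa and -M, 1049 did on -M. Leaving out Gcn2 Yaa replicate 2 alone gave 3747 genes on -R and 1262 on -M, and leaving out wDah Yaa replicate 1 gave 56 on -All. A true difference between the genotypes on -R and -M is one open explanation, and a batch of mutant libraries was not tested because no batch is recorded.

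AsnS responded differently to 2 diets in the 2 genotypes. Its interaction was 0.94 on -R (limma, adjusted p = 0.0300), with the increase larger in mutants, and -1.44 on -M (adjusted p = 0.00104), with the increase smaller in mutants. All 3 libraries on each diet lay above all 3 Yaa libraries in both genotypes. Over 12 other settings the adjusted p-value ranged from 9.96e-04 to 0.0489 on -R and from 2.91e-05 to 0.00384 on -M. Ovary RNA in some libraries was tested as a source. With the ovary-high libraries left out, the interaction was 1.03 on -R (adjusted p = 0.00415) and -1.41 on -M (adjusted p = 3.56e-05), which argues against that source. The result on -R is the weaker of these, since 8 of the 12 fits that left out 1 library gave an adjusted p-value above 0.05, up to 0.0753 without Gcn2 Yaa replicate 1.

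Genes of ribosome biogenesis had a median interaction of 0.80 on -R, with log2 fold changes of -0.17 in wDah flies and 0.66 in mutants (fry, adjusted p = 0.00175, camera, adjusted p = 8.71e-22). All 3 library medians lay on one side in each genotype, and the interaction was 0.87 under total and 0.71 under quantile scaling. It was 0.92 with the ovary-high libraries left out, where ovary RNA as the cause needed a smaller value. Long transcripts were lower in the Gcn2 -R libraries (Spearman's rho of -0.218 over all genes), and removing that length trend from each library left a median of 0.67. A trend of length alone needs the fold change to fall with length within all 7 Gene Ontology sets, and it fell within 3 of them. Within ribosome biogenesis it rose, with a rho of 0.435. Removing the trend gave 2382 genes called in Gcn2 -R in place of 2365. A lower share of head and muscle tissue in the Gcn2 -R libraries would lower the markers of these tissues and raise all others. Photoreceptor and flight muscle genes had medians of -0.45 and -0.38 there, against 0.66 for ribosome biogenesis and -0.95 for digestive enzymes. The fall of digestive enzymes does not decide this, because they respond to the diet, with a median of 1.19 in wDah flies on -R. Such a lower share was therefore not excluded. A difference between the genotypes in the response to -R also remains open, as a hypothesis found and tested on the same libraries.

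Genes of lipid storage and fatty acid synthesis had a median interaction of 0.53 on -R (fry, adjusted p = 7.31e-04, camera, adjusted p = 0.0652), with 10 of 25 genes called above 0 and 6 below 0. The list rose in both genotypes, by a median of 0.24 in wDah flies and 0.67 in mutants, with library medians of 0.20 to 0.26 in wDah flies and 0.40 to 0.44 in mutants. The interaction was 0.60 and 0.48 under total and quantile scaling and 0.40 without Gcn2 -R replicate 2. With the ovary-high libraries left out it was 0.52, which argues against ovary RNA. A larger share of fat body would raise the yolk protein and fat body genes as well. Of 9 such genes, 4 were called below 0 on -R (Yp1, with Yp2, Yp3 and apolpp at -1.37, -1.49 and -1.32) and 2 above 0 (AkhR and Mtp), so a larger share alone is argued against. Their list had a median interaction of -0.43 with genes on both sides, and it was not called (fry, adjusted p = 0.467, camera, adjusted p = 0.384). A share that acts together with a change of expression was not excluded. Biological differences between the genotypes were not tested further.

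Digestive enzymes of the gut had a median interaction of -2.34 on -R (fry, adjusted p = 0.00175, camera, adjusted p = 9.79e-13), with 22 of 31 genes called below 0 and 1 above 0. They rose in wDah flies, by a median of 1.19 and in 3 of 3 libraries, and fell in mutants, by a median of -1.11 over the same genes. In mutants 2 of 3 libraries were below 0, at -1.94 and -1.55, and Gcn2 -R replicate 1 was at 0.30. The interaction was -2.76 without that library and -2.69 with the ovary-high libraries left out, which argues against ovary or abdominal tissue as the cause. On -All the median interaction was -0.51 (fry, adjusted p = 0.00371, camera, adjusted p = 4.74e-05), with medians of 1.53 in wDah flies and 0.88 in mutants and 1 of 31 genes called, below 0. Without Gcn2 Yaa replicate 2, 4 genes were called below 0 and 1 above 0. These directions held under total and quantile scaling. A different share of gut tissue would move other gut genes the same way. Their median over 12 genes, -0.34 on -R, was the test written first, and it was replaced because the genes went both ways. On -R, 4 of the 12 were called above 0 (Ssk, Tsp2A, mesh and Myo61F, at 1.29, 1.00, 0.96 and 0.91) and 4 below 0 (Muc68D, Mur29B, lab and GATAe, at -3.57, -1.13, -0.96 and -0.79). A lower share of gut alone is argued against by the 4 that rose, while a part of the change could still come from it. On -All a different share of gut and a different expression of digestive enzymes cannot be told apart, because 0 of the 12 genes were called and their median was -0.12. How much gut the thoraces held was not measured.

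Genes of yolk proteins and the fat body had a median interaction of 0.58 on -M (fry, adjusted p = 2.87e-04, camera, adjusted p = 1.39e-04), with 5 of 9 genes called above 0. Library medians were 1.46 to 1.62 in mutants and 0.24 to 0.42 in wDah flies, 3 of 3 above 0 in each. The interaction was 0.51 and 0.29 under total and quantile scaling, and 0.63 with the ovary-high libraries left out, which argues against ovary RNA. With those libraries left out, 5 of the 9 genes were called above 0 and 2 below 0. Without Gcn2 Yaa replicate 2 alone, 5 were called above 0 and 1 below 0. A larger share of fat body in the mutant libraries and a change of expression within the fat body cannot be told apart. The lipid storage list, which a larger share would raise too, had a median interaction of 0.12, between no change and that of the yolk list.

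Transcripts of the ovary, a tissue outside the head and thorax, lay far above the other replicates of their group in 5 libraries. The list of 30 ovary genes had 16 in the table of all libraries, and 9 of these had a mean normalized count of at least 10 in wDah flies on Yaa, so part of the list is also expressed without such a library. The median of the list lay above the mean of the other 2 replicates by 5.83 in Gcn2 Yaa replicate 2, 5.45 in Gcn2 -R replicate 1, 3.04 in Gcn2 -M replicate 2, 2.79 in wDah -M replicate 1 and 2.47 in wDah -All replicate 1. Against Yaa, wDah -All replicate 3 was also high, at 3.46, beside 5.40 in replicate 1 and 1.03 in replicate 2, so deviations from other replicates do not show every such library. Each of the 5 deviations was above all 10000 random lists matched on expression. In Gcn2 Yaa replicate 2, osk reached 4595 against 27.4 and 29.6 in the other replicates. The flight muscle and photoreceptor lists deviated there by -0.30 and -0.43. Ovary tissue carried into these libraries during dissection is a candidate explanation, and the deviations of genes outside the list correlated at 0.433 with those of wDah -M replicate 1, where the 10 libraries whose list deviated by less than 1 reached at most 0.140. In Gcn2 Yaa replicate 2, late egg chambers are argued against by the 3 chorion genes, at 0.27 where the other genes of the list were at 6.33. They were not excluded in wDah -All, where the chorion gene Cp18 was at 1279, 253 and 711 in replicates 1 to 3, against at most 6.03 on Yaa. Nor were they excluded in Gcn2 -All replicate 1, where Cp18 was at 340. It was at 10.3 and 20.8 in replicates 2 and 3 of Gcn2 -All and at most 8.56 in Gcn2 Yaa. The next 3 tests concern Gcn2 Yaa replicate 2 as well. A mislabelled sample is argued against by Gcn2, whose value of 130 lay among those of the other mutants, at most 185, and below the 597 of the lowest control. The library held an estimated 25.8 M reads, within the 21.0 to 31.6 M of the others, which argues against depth. Transcript length is argued against by a rho of 0.0278 between deviation and length, against -0.228 in Gcn2 -R replicate 1. No biological explanation was tested, since the replicates of a group differ by nothing that is recorded.

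Glutathione S-transferases, which the paper does not discuss, were called higher for 21 of 34 genes in Gcn2 mutants on -R, with 3 lower. Their median log2 fold change was 0.88, above 0 in 3 of 3 libraries, and 0.84 and 0.80 under total and quantile scaling. In wDah flies on -R, 10 of 31 were higher and 1 lower, and the interaction was called above 0 for 14 of 33 and below 0 for 2. Reads shared between near-identical members would move single genes and leave their sum unchanged. The sum over the 11 genes of the D cluster rose by 1.37 on the log2 scale, from 15672 ± 1445 to 40413 ± 1610 (SD, n = 3). With the ovary-high libraries left out the median was 0.89, which argues against ovary RNA. A response of mutants to the lack of arginine remains as a hypothesis.

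Transposable element copies, which the paper does not discuss, were called for 79 of 629 copies in wDah flies on -All, 18 higher and 61 lower. That was 12.6% of copies, against 36.1% of other features. Near-identical copies share their reads, which adds noise between replicates. The median SD between replicates was 0.55 on the log2 scale for transposable elements and 0.37 for genes of the same level. Shared reads and a change of single copies cannot be told apart, because values of a copy hold reads of its family.

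Lsp2, which the paper does not discuss, rose by 10.05 on -All in wDah flies (limma, adjusted p = 2.58e-06) and by 9.88 in Gcn2 mutants (adjusted p = 9.06e-06), in 3 of 3 libraries of each. Over 12 other settings the change was 9.76 to 10.06 in wDah flies, with adjusted p-values of 2.63e-09 to 4.08e-04, and 9.55 to 10.15 in mutants, with 2.31e-09 to 0.00124. Lsp2 made up 0.855% and 1.06% of all normalized counts on -All, against 0.00110% and 0.00152% on Yaa, so it took few of the counts of other genes. No technical explanation was tested for Lsp2 beyond these settings, and a response to the lack of amino acids in both genotypes stays open.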

How the results depend on the processing

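The fit with an ovary marker score as a covariate was chosen after seeing the data, and the tests of the other settings were not. Counts are called the same here when they lie within 1.5 times the reported count, and the causes of the changes below were not tested unless one is named.

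A pseudocount of 0.1 or 10 and a filter at a mean of 50 changed no count by more than 1.5 times and no call of AsnS or of a tested gene set. The level of Gcn2 in mutants against wDah flies stayed between -2.23 and -2.20 under the 2 other settings it was run with, a pseudocount of 0.1 and total rescaling, and between -2.26 and -2.19 with each library left out. The increases of AsnS kept their direction in all settings and fits with 1 library left out, and so did its interactions on -R and -M. In wDah flies, the sets of lipid metabolism, nucleotide metabolism and mitochondrion organisation stayed on their side of the threshold on each diet, in all settings and fits with 1 library left out.

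Without a filter, TCA cycle genes in wDah flies on -M had an adjusted p-value of 0.0640, where 0.00997 is reported. The adjusted p-value of that set ranged from 6.66e-11 to 1 over all settings and fits below.

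Rescaling each library to the same total shifted the median log2 fold change of all genes to -0.16 in wDah -R, -0.30 in wDah -All, -0.10 in Gcn2 -R, -0.21 in Gcn2 -M, -0.37 in Gcn2 -All and -0.10 in the interaction on -M. By construction, this moved calls from higher to lower. It gave 4818 genes in wDah -R (874 higher, 3944 lower), 6842 in wDah -All (952 higher, 5890 lower) and 4954 in Gcn2 -All (718 higher, 4236 lower). Genes shared by all 3 diets in wDah flies became 2088 (413 higher, 1675 lower), and those called in both genotypes on -All 4298 (592 higher, 3706 lower). Genes specific to a diet became 584 in wDah -M (423 higher, 161 lower), 2217 in wDah -All (247 higher, 1970 lower), 125 in Gcn2 -M (81 higher, 44 lower) and 2931 in Gcn2 -All (136 higher, 2795 lower). TCA cycle genes in wDah flies had adjusted p-values of 0.401 on -R, 0.952 on -M and 0.0769 on -All. The change of crc in Gcn2 -All reversed from 0.06 to -0.27. Other counts stayed within 1.5 times but changed their split of higher and lower genes, to 1016 and 2299 in wDah -M, 1536 and 1003 in Gcn2 -R, 646 and 1072 in Gcn2 -M, and 375 and 472 in the interaction on -M. The same held for genes specific to wDah -R (143 and 355), shared by all 3 diets in mutants (298 and 227), and shared by the genotypes on -R (412 and 623) and -M (376 and 502). Most abundant genes weigh on the totals. Rescaling to the total without the 20 most abundant genes gave 5192 genes in wDah -All, between the 6842 of all genes and the 3846 of the deposited normalization, so part of the increase may come from these genes.

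Quantile normalization changed 1 count by more than 1.5 times, that of genes specific to Gcn2 -M, to 133. TCA cycle genes in wDah -M had an adjusted p-value of 1, and crc in Gcn2 -All reversed to -0.23. The splits of higher and lower genes became 1175 and 1652 in wDah -R, 1259 and 1728 in wDah -M, 1677 and 2483 in wDah -All, 1509 and 973 in Gcn2 -R, 759 and 392 in Gcn2 -M, and 995 and 601 in Gcn2 -All. They were 1517 and 937, 1548 and 1223, 2205 and 1641, 1754 and 611, 951 and 260, and 1171 and 361 with the deposited normalization. The interaction on -R split into 1444 and 875, genes shared by all 3 diets into 577 and 801 in wDah flies and 320 and 88 in mutants, and genes specific to a diet into 575 and 783 in wDah -All and 1053 and 765 in Gcn2 -R. Genes called in both genotypes split into 480 and 396 on -R, 465 and 208 on -M and 875 and 472 on -All.

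Without a trend in eBayes, 676 genes were shared by all 3 diets in wDah flies, where 1065 are reported. The increase of AsnS in Gcn2 -All was 1.01 with an adjusted p-value of 0.0538, the highest of a range of 2.70e-04 to 0.0538 over the other settings. TCA cycle genes in wDah -M had an adjusted p-value of 0.809.

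Array weights, which by construction give less weight to deviating libraries, raised most counts that involve mutants. They gave 6713 genes in Gcn2 -R, 2804 in Gcn2 -M and 3290 in Gcn2 -All, interactions for 5688, 1441 and 174 genes on -R, -M and -All, and 1366 genes that differed between the genotypes on Yaa. In mutants 1195 genes were shared by all 3 diets, and 4721, 337 and 764 were specific to -R, -M and -All. Genes called in both genotypes numbered 1328, 1253 and 2446 on the 3 diets. Lipid metabolism in Gcn2 -R had an adjusted p-value of 0.417, and crc in Gcn2 -All reversed to -0.0013.

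A single fit of all 24 libraries gives all groups 1 estimate of the spread, where separate fits had median standard errors of 0.073 to 0.085 in wDah flies and 0.13 to 0.18 in mutants. It gave 1082, 1022 and 2434 genes in wDah flies on -R, -M and -All, 5927, 2090 and 3069 in mutants, and 836 between the genotypes on Yaa. Genes shared by all 3 diets were 467 in wDah flies and 909 in mutants. Genes specific to a diet were 119 in wDah -R, 309 in wDah -M, 4487 in Gcn2 -R and 1005 in Gcn2 -All. TCA cycle genes in wDah -M had an adjusted p-value of 0.144. Ribosome biogenesis among genes lower in wDah -All passed the threshold, at 0.00962, in a range of 1.56e-04 to 1.

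The replicate number as a block leaves fewer degrees of freedom. The deviations of same-numbered libraries correlated above 0.1 in 6 of 21 pairs, 3 of them in Gcn2 -M and 1 each in wDah -M, wDah -All and Gcn2 -R, and the correlations ranged from -0.547 to 0.485, both in Gcn2 -R. Whether a number marks a batch is not recorded. The replicate block gave 1036 genes in Gcn2 -R, 1011 in Gcn2 -All, 132 between the genotypes on Yaa and 404 called in both genotypes on -R. In mutants 255 genes were shared by all 3 diets, and 670 and 250 were specific to -R and -All. The adjusted p-values were 0.126 for TCA cycle genes in wDah -M and 0.0956 for lipid metabolism in Gcn2 -R. The replicate block changed no other count by more than 1.5 times, and 1 named gene lost its call.

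With an adjusted p-value under 0.01, by construction, fewer genes were called, 1286, 1274 and 2203 in wDah flies on -R, -M and -All and 1044, 594 and 823 in mutants. Interactions fell to 1344, 348 and 42 genes, and genes that differed between the genotypes on Yaa to 116. Genes shared by all 3 diets were 491 in wDah flies and 206 in mutants. Genes specific to a diet were 246 in wDah -R, 460 in wDah -M, 740 in Gcn2 -R, 69 in Gcn2 -M and 278 in Gcn2 -All. Genes called in both genotypes were 321, 325 and 709. At this threshold AsnS was not called in Gcn2 -All (1.01, adjusted p = 0.0226, limma) or in its interaction on -R (0.94, adjusted p = 0.0300), and TCA cycle genes had adjusted p-values of 0.0230 in wDah -R and 0.448 in wDah -M.

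Among the 18 results on gene sets that were followed through the settings, other tests changed 3. Camera gave adjusted p-values of 0.0111 for ribosome biogenesis in wDah -All and 0.164 for lipid metabolism in Gcn2 -R, and the symbol list gave 0.190 for the TCA cycle in wDah -M. Fry changed none of these 18. Over all 84 tests of Gene Ontology sets, camera changed 7 calls and fry 10, of which 3 and 8 were lost. Calls lost with fry were those of translation in wDah -M (higher, 0.0659), wDah -All (lower, 0.198) and Gcn2 -R (higher, 0.0883), of synapses and signalling among lower genes in wDah -M (0.0710), wDah -All (0.749) and Gcn2 -R (0.200), of ribosome biogenesis among lower genes in Gcn2 -M (0.0808) and of lipid metabolism among lower genes in Gcn2 -All (1). Fry gained nucleotide metabolism (0.00288) and mitochondrion organisation (0.0105) among higher genes in Gcn2 -R. Camera also lost synapses and signalling in wDah -All (0.0926) and lipid metabolism among lower genes in Gcn2 -All (1). It gained ribosome biogenesis among higher genes in wDah -M (2.70e-04), mitochondrion organisation among higher genes in Gcn2 -R (1.50e-04) and translation among lower genes in Gcn2 -All (0.00101).

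The ovary marker score as a covariate, chosen after seeing the data, gave 1707 genes in wDah -All, 4878 in Gcn2 -R, 2385 in Gcn2 -M, 2793 in Gcn2 -All, 4330 with an interaction on -R and 1075 between the genotypes on Yaa. In wDah -All the score overlaps with the diet, because the ovary list lay above Yaa in 3 of 3 libraries. Genes shared by all 3 diets were 690 in wDah flies and 807 in mutants. Genes specific to a diet were 1585 in wDah -M, 488 in wDah -All, 3554 in Gcn2 -R, 401 in Gcn2 -M and 890 in Gcn2 -All, and 1103 genes were called in both genotypes on -M. Ribosome biogenesis in wDah -All had an adjusted p-value of 1.56e-04, and lipid metabolism in Gcn2 -R one of 0.313.

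With each library left out in turn, each fit has 1 library fewer. In wDah -M counts ranged from 1736, without wDah Yaa replicate 3, to 2536 (6 fits). Mutant counts (6 fits each) ranged from 1103, without Gcn2 Yaa replicate 1, to 3300 on -R, from 620, without Gcn2 -M replicate 3, to 2492 on -M, and from 872, without Gcn2 -All replicate 3, to 2456 on -All. Genes that differed between the genotypes on Yaa ranged from 96, without wDah Yaa replicate 3, to 1288 (6 fits). Interactions (12 fits each) ranged from 1828 to 3747 on -R, 512 to 1262 on -M and 56, without wDah Yaa replicate 1, to 121 on -All. The highest of these counts in mutants, between the genotypes and in the interactions were all reached without Gcn2 Yaa replicate 2. Genes shared by all 3 diets (12 fits) ranged from 653, without wDah Yaa replicate 1, to 1059 in wDah flies and from 258, without Gcn2 Yaa replicate 1, to 659, without Gcn2 Yaa replicate 2, in mutants. Genes specific to wDah -R ranged from 253, without that diet's replicate 1, to 517. Those specific to Gcn2 -R ranged from 730, without Gcn2 Yaa replicate 1, to 2232, and to Gcn2 -M from 33, without Gcn2 -M replicate 3, to 594, without Gcn2 Yaa replicate 2. Those specific to Gcn2 -All ranged from 123, without Gcn2 -All replicate 3, to 741, without Gcn2 -M replicate 3. Genes called in both genotypes (12 fits each) ranged from 442, without Gcn2 Yaa replicate 1, to 801 on -R. On -M they ranged from 408, without Gcn2 -M replicate 3, to 1170, and on -All from 781, without Gcn2 -All replicate 3, to 1923, with both of these maxima without Gcn2 Yaa replicate 2. No gene called with all libraries was called in the opposite direction in any of these fits. The increase of AsnS in Gcn2 -All ranged from 0.80 to 1.18 and its interaction on -R from 0.77 to 1.15. The adjusted p-values ranged from 6.66e-11, without wDah -M replicate 3, to 0.789, without wDah -M replicate 2, for TCA cycle genes in wDah -M and from 0.00116 to 0.440, without Gcn2 Yaa replicate 2, for lipid metabolism in Gcn2 -R. The changes of crc, which were not called, ranged from -0.071 to 0.042 in Gcn2 -M, with 3 fits reversed, and from -0.0054, without Gcn2 Yaa replicate 2, to 0.11 in Gcn2 -All.

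Among single named genes, other changes of call were 5 stronger under total rescaling, 4 stronger under quantile normalization, 3 stronger with array weights, 3 weaker without a trend, 4 weaker at 0.01, and 2 weaker and 1 stronger with the ovary covariate. With 1 library left out, 14 were weaker and 1 stronger. No filter, a pseudocount of 0.1 and the single fit of 24 libraries each made 1 weaker.

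The effect of depth on these results was not tested. All libraries were estimated at 21.0 to 31.6 M reads, below the 35 M that the paper states. The estimates cover only reads assigned to the listed features, so the 2 numbers are not directly comparable. With 3 libraries per group there are only 10 splits of 6 libraries. In each of the 6 diet comparisons and in the comparison of the genotypes on Yaa, the real split was the only 1 of 10 to give as many genes, and the highest count of another split was 2, which 10 splits cannot show to be beyond chance.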

Differences from the paper's values

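No tests in this part were chosen after a result was seen, and the ovary covariate named below was a setting chosen after seeing the values. Of 28 values that the paper states for the RNA-seq, 6 differed by more than 1.5 times from those found here. They are counts of lower genes. Counting in the authors' deposited test results gave the paper's own numbers for the 6 diet comparisons.

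In wDah flies on -R, 937 genes were lower, against the paper's 543. Of 17 alternatives set before the data were examined, 8 came within 1.5 times of the paper's value, namely eBayes without a trend, the replicate block and each of the 6 fits that left out 1 library. The other 9 did not. The ovary covariate, chosen after seeing the values, gave 776, which is also within 1.5 times.

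In Gcn2 mutants on -R, 611 genes were lower, against the paper's 1204. Total rescaling, quantile normalization and the fit without Gcn2 Yaa replicate 2 came within 1.5 times of it, 3 of 17 alternatives set before the data were examined. On -M, 260 genes were lower, against the paper's 466, and on -All 361, against the paper's 616. For each of these, quantile normalization was the 1 alternative of 17 that closed the gap. Its higher genes, 759 on -M and 995 on -All, lay farther from the paper's 1237 and 1391 than the 951 and 1171 found here. Of the mutant genes called here, the authors' test also called 2364 of 2365 on -R, 1207 of 1211 on -M and 1525 of 1532 on -All. The paper's longer lists thus hold nearly all of these genes and others that limma did not call.

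Genes lower on all 3 diets in wDah flies numbered 290, against the paper's 185. Of 23 alternatives set before the data were examined, 11 came within 1.5 times of it. They were no filter, eBayes without a trend, the replicate block, and the fits without wDah Yaa replicate 2, without wDah -M replicates 2 or 3, without wDah -R replicates 1, 2 or 3, and without wDah -All replicates 1 or 3.

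Genes lower on -R alone in wDah flies numbered 247, against the paper's 126. Of 23 alternatives set before the data were examined, 5 came within 1.5 times of it, an adjusted p-value under 0.01 and the fits without wDah Yaa replicates 1 or 3 and without wDah -R replicates 1 or 3.

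The paper states that on -R more genes changed in Gcn2 mutants than in wDah flies. Here 2365 genes were called in mutants and 2454 in wDah flies. The paper's order was reached with all 24 libraries in a single fit (5927 against 1082), with array weights (6713 against 2542), with eBayes without a trend (2052 against 1883), without Gcn2 Yaa replicate 2 (3300 in mutants) and without Gcn2 -R replicate 1 (2494 in mutants). The fits without any 1 of the other 4 mutant libraries gave 1103 to 1340. The 6 fits that left out 1 wDah library gave 1690 to 2223 genes in wDah flies, fewer than the 2365 of mutants, but they set 5 libraries against 6 and so do not compare the genotypes evenly. Other settings chosen before the data were examined did not reach it. It was also reached with the ovary covariate (4878 against 2173), which was chosen after seeing the values.

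The paper states that mutants on -R did not raise genes of lipid metabolism. Here the set was enriched among their higher genes (91 of 440, 72.4 expected, one-sided Fisher's exact test, adjusted p = 0.0282), with a median log2 fold change of 0.03 that was above 0 in 1 of 3 libraries. The set was not enriched with array weights (0.417), the replicate block (0.0956), camera (0.164), without Gcn2 Yaa replicate 2 (0.440), or with the ovary covariate (0.313), which was chosen after seeing the values. Over the other settings the adjusted p-value ranged from 1.19e-04 to 0.417.

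The paper states that the increase of AsnS depended on GCN2 on -M and not on the other diets. Here AsnS rose in mutants on -M too, by 1.33 on the log2 scale against 2.75 in wDah flies. Its interaction was called on -M (-1.44, limma, adjusted p = 0.00104) and on -R (0.94, adjusted p = 0.0300), where the increase was larger in mutants, and in 3 of 3 libraries of each group AsnS lay above all Yaa libraries. The interaction on -R was not called at an adjusted p-value under 0.01 or in 8 of the 12 fits that left out 1 library. Over 12 other settings its adjusted p-value ranged from 9.96e-04 to 0.0489.

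The paper states that its Northern blot found no RNA of Gcn2 in the mutant. Here the normalized count of Gcn2 in mutants was 141 ± 22.3 (SD, n = 12 libraries), or 21.5% of that of wDah flies, with the lowest library at 106. The log2 difference between the genotypes stayed between -2.23 and -2.20 with a pseudocount of 0.1 and with total rescaling. Neither setting can bring such counts to 0, so they do not bear on this difference.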

Other observations

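The test of PNPase reads and those of the linked region had their predictions written before their results were seen, and no tests in this part were chosen afterwards. The size limit that separates the set interactions below from the larger ones above was set after their values had been seen.

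On Yaa, 296 of 11006 genes differed between the genotypes, 152 higher and 144 lower in mutants (limma, adjusted p-value under 0.05). The paper's text does not discuss this comparison. Genes near Gcn2 may carry variants of the strain in which the mutant was made. Of 295 such genes with a position, 27 lay within 5 Mb of Gcn2 on chromosome 3R, or 9.15%, against 4.09% of the 10965 genes tested (one-sided Fisher's exact test, p = 7.42e-05). A linked background is a candidate explanation for part of the list, and most of the genes lie elsewhere. The count was 96 without wDah Yaa replicate 3 and 1288 without Gcn2 Yaa replicate 2.

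Mutants kept 21.5% of the Gcn2 value of wDah flies. Reads from the end of PNPase that overlaps Gcn2 were tested as a source, since they would make both values rise together. Over the 12 mutant libraries the values of Gcn2 and PNPase had a Pearson's r of -0.576 (two-sided permutation test with 100000 resamples, p = 0.0540), and of -0.293 without the 2 libraries farthest from the others. Spearman's rho was -0.587 (permutation p = 0.0494), and both p-values were 0.0540 after adjustment for 2 tests. The test does not settle the source of the signal, because changes of either gene itself between libraries also enter the correlation. Reads from PNPase and from transcripts left at the Gcn2 locus cannot be told apart, since the counts do not show where in the gene reads lie.

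Of the neighbours of Gcn2 that the paper names in its Northern blot, PNPase differed by 0.21 on the log2 scale between the genotypes on Yaa (limma, adjusted p = 0.522). Ugt35D1 was listed for mutants and not for wDah flies. Features listed for wDah flies on -R and Yaa summed to at least 8.67 over 6 libraries, so its absence leaves open a value near 0. In mutants on Yaa its means were 22.1 to 27.0. A higher level in mutants is thus possible, whereas the paper reports that the insertion did not affect this gene. The genotypes were not compared for it, since it has no wDah values. In mutants Ugt35D1 was at 16.4 ± 7.46 on -R against 27.0 ± 4.56 on Yaa (SD, n = 3, limma, adjusted p = 0.257), with adjusted p-values of 0.926 on -M and 0.615 on -All. The white marker gene w had group means of 3284 to 4187 in mutants, against 0.627 in wDah flies on Yaa and 4.68 on -All.

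RpL32, the loading control of the paper's Northern blot, fell in wDah flies by 0.39 on -R (limma, adjusted p = 4.54e-04) and by 0.25 on -All (adjusted p = 0.00177), and in mutants on -M by 0.36 (adjusted p = 0.00949). That blot looked for loss of Gcn2 RNA in the mutant and not for effects of these diets. Between the genotypes on Yaa, RpL32 differed by -0.11 (limma, adjusted p = 0.312). Its changes were -0.13 on -M in wDah flies (adjusted p = 0.0654), and -0.15 on -R and -0.18 on -All in mutants (adjusted p = 0.372 and 0.125). The gene of ATF4, crc, changed by -0.07 on -R and -0.09 on -All in wDah flies (adjusted p = 0.118 and 0.0807) and by 0.10 and 0.06 in mutants (adjusted p = 0.555 and 0.657). These calls depended on the scaling. Under quantile normalization crc was called lower in wDah flies on -R (-0.10, adjusted p = 0.0370) and -All (-0.25, adjusted p = 6.57e-04). In mutants it was called lower on -All (-0.23, adjusted p = 0.0401). Total rescaling made the same calls and also called crc lower in wDah flies on -M (-0.13, adjusted p = 0.0440). Under both scalings RpL32 was called lower in wDah flies on -M and in mutants on -All.

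A list of 21 textbook targets of ATF4, which is not the list of the paper, was tested with a one-sided Fisher's exact test adjusted over 84 tests. In wDah flies 10 were higher on -R (2.91 expected, median log2 fold change 0.17, adjusted p = 8.61e-04), 12 on -M (median 0.32, adjusted p = 2.97e-05) and 8 on -All (median 0.16, adjusted p = 0.120). In mutants 11 were higher on -R (median 0.80, adjusted p = 4.44e-04), 7 on -M (median 0.05, adjusted p = 0.00489) and 8 on -All (median 0.06, adjusted p = 0.00350). Under total rescaling the medians on -All in wDah flies and on -M and -All in mutants were -0.13, -0.12 and -0.27, above those of all genes at -0.30, -0.21 and -0.37. Under quantile normalization the latter 2 were -0.027 and -0.042, near those of all genes at -0.025 and -0.036. The median interaction was 0.14 on -R (8 genes called above 0, fry, adjusted p = 7.31e-04), -0.24 on -M (1 above and 3 below 0, adjusted p = 0.0461) and 0.11 on -All (2 above 0, adjusted p = 0.0518), with the same signs under both scalings.

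Subunits of oxidative phosphorylation were higher in wDah flies for 34 of 61 genes on -R, 38 on -M and 53 on -All, and in mutants for 0 on -R, 13 on -M and 40 on -All. Cytoplasmic ribosomal proteins in mutants were lower for 14 of 85 genes on -R (one-sided Fisher's exact test, adjusted p = 7.51e-04, median log2 fold change -0.05), 49 on -M (adjusted p = 2.39e-57, median -0.28) and 9 on -All (adjusted p = 0.00584, median -0.12). Insulin signalling and starvation genes were higher for 7 of 14 in wDah flies on -R (adjusted p = 0.00492), 6 on -M (0.0261) and in mutants for 5 on -All (0.0347). The lowest adjusted p-value of mitochondrial ribosomal proteins was 0.121.

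Smaller interactions of sets were also found by fry, with adjustment over 57 tests. Mitochondrial ribosomal proteins had a median interaction of 0.35 on -R (26 of 73 genes above 0, adjusted p = 0.00358) and -0.21 on -M (4 below 0, adjusted p = 0.0131). Ribosome biogenesis had one of -0.40 on -M (30 below 0, adjusted p = 0.0273). Cytoplasmic ribosomal proteins had one of -0.23 on -M (26 of 85 below 0, adjusted p = 0.0120). Mitochondrion organisation had one of 0.20 on -R (67 above and 4 below 0 of 277, adjusted p = 0.00127) and -0.17 on -M (17 below and 1 above 0, adjusted p = 0.00709). Translation had one of 0.32 on -R (110 above and 3 below 0 of 299, adjusted p = 0.00692) and -0.21 on -M (45 below 0, adjusted p = 0.0120). Lipid storage genes had one of 0.12 on -M (5 above and 1 below 0, adjusted p = 0.0124), and TCA cycle genes of the symbol list one of -0.24 on -R (6 below and 1 above 0, adjusted p = 0.0440). Lipid metabolism on -R and -M (adjusted p = 0.00358 and 0.00270) and nucleotide metabolism on -R, -M and -All (0.0267, 0.00175 and 0.0188) had medians near 0, with genes on both sides.

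Lists of tissue markers were tested for calls with a one-sided Fisher's exact test adjusted over 72 tests. Ovary genes were higher for 12 of 23 in wDah flies on -All (4.58 expected, adjusted p = 0.00314), and the adjusted p-value was 1 in all other comparisons and directions. No gene of the male accessory gland and testis list passed the filter in any comparison. Digestive enzymes were higher in wDah flies for 24 of 30 on -R (adjusted p = 3.80e-14), 16 of 26 on -M (6.91e-07) and 24 of 31 on -All (3.01e-10). In mutants they were lower for 13 of 39 on -R (adjusted p = 1.19e-06), and higher for 15 of 38 on -M (2.34e-06) and 16 of 38 on -All (5.24e-06). Flight muscle genes were lower for 6 of 19 in wDah flies on -R (adjusted p = 0.0202), and photoreceptor genes for 12 of 20 on -M (2.34e-06) and 8 of 20 on -All (0.0262). Yolk protein and fat body genes were higher in wDah flies for 7 of 9 on -R (adjusted p = 1.92e-04), 7 of 9 on -M (1.96e-04) and 8 of 10 on -All (4.50e-04), and in mutants for 3 of 9 on -R (0.612), 6 of 9 on -M (1.92e-04) and 7 of 10 on -All (1.17e-04).

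In the authors' results for mutants, 286, 247 and 239 features had no p-value on -R, -M and -All, against 14, 33 and 25 in wDah flies. In 177, 235 and 222 of those of mutants, Gcn2 Yaa replicate 2 lay farthest from the other libraries, and 22, 22 and 23 of them were genes of the ovary list.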
